# Characterisation of extraembryonic endoderm-like cells from mouse embryonic fibroblasts induced using chemicals alone

**DOI:** 10.1186/s13287-020-01664-0

**Published:** 2020-04-16

**Authors:** Xia He, Guangfan Chi, Meiying Li, Jinying Xu, Lihong Zhang, Yaolin Song, Lina Wang, Yulin Li

**Keywords:** Chemicals, ciXEN cells, Energy metabolism, Induced hepatocytes, Induced extraembryonic endoderm cells

## Abstract

**Background:**

The development of somatic reprogramming, especially purely chemical reprogramming, has significantly advanced biological research. And chemical-induced extraembryonic endoderm-like (ciXEN) cells have been confirmed to be an indispensable intermediate stage of chemical reprogramming. They resemble extraembryonic endoderm (XEN) cells in terms of transcriptome, reprogramming potential, and developmental ability in vivo. However, the other characteristics of ciXEN cells and the effects of chemicals and bFGF on the in vitro culture of ciXEN cells have not been systematically reported.

**Methods:**

Chemicals and bFGF in combination with Matrigel were used to induce the generation of ciXEN cells derived from mouse embryonic fibroblasts (MEFs). RNA sequencing was utilised to examine the transcriptome of ciXEN cells, and PCR/qPCR assays were performed to evaluate the mRNA levels of the genes involved in this study. Hepatic functions were investigated by periodic acid-Schiff staining and indocyanine green assay. Lactate production, ATP detection, and extracellular metabolic flux analysis were used to analyse the energy metabolism of ciXEN cells.

**Results:**

ciXEN cells expressed XEN-related genes, exhibited high proliferative capacity, had the ability to differentiate into visceral endoderm in vitro, and possessed the plasticity allowing for their differentiation into induced hepatocytes (iHeps). Additionally, the upregulated biological processes of ciXEN cells compared to those in MEFs focused on metabolism, but their energy production was independent of glycolysis. Furthermore, without the cocktail of chemicals and bFGF, which are indispensable for the generation of ciXEN cells, induced XEN (iXEN) cells remained the expression of XEN markers, the high proliferative capacity, and the plasticity to differentiate into iHeps in vitro.

**Conclusions:**

ciXEN cells had high plasticity, and energy metabolism was reconstructed during chemical reprogramming, but it did not change from aerobic oxidation to glycolysis. And the cocktail of chemicals and bFGF were non-essential for the in vitro culture of ciXEN cells.

## Background

The emergence of transcription factor (TF)-mediated induced pluripotent stem cells (iPSCs) [1, 2], which reverse developmental programmes, has attracted great attention in the scientific community and has created new opportunities for cell replacement therapies and regenerative medicine. However, somatic reprogramming is a process of complex and progressive cell fate conversion. And the intermediate-stage cells, which maintain plasticity to differentiate into several functional cellular types, are crucial to this process. Nevertheless, the study of this stage cells induced by TFs has been challenging, as they are diverse and led to a lack of consistent reporting. TF-mediated reprogramming requires cells to go through a primitive streak-like state [3], while reprogramming of canine fibroblasts by genetic manipulation has been found to yield XEN-like cells that exhibit endodermal plasticity [4]. However, other study has found that XEN-like cells and iPSCs were induced concomitantly, but independently during reprogramming [5]. More recently, the generation of chemical-induced pluripotent stem cells (ciPSCs) from mouse [6–8] and goat [9] solely through the use of chemicals has been successful. And previous studies have confirmed that ciXEN cells represent an indispensable intermediate cell state during chemical-based multipotential reprogramming [10]. This provides an idealised model for the systematical investigation of ciXEN cells.

And it has been reported that the gene expression profiles of ciXEN cells resemble those of XEN cells [10], which originate from primitive endoderm (PrE). And studies have shown that ciXEN cells differentiated into parietal endoderm (PE) in the chimeric assays, and even were transformed into hepatocytes [11], which is supported by the fact that XEN cells contribute to the definitive endoderm (DE) [12]. Additionally, it has been shown that chemicals and bFGF, which are required for the long-term culture of ciXEN cells in vitro, are also suitable for the maintenance of XEN cells [10]. However, the in vitro culture of XEN cells does not require these chemicals and bFGF, and no studies have thus far reported the characteristics of ciXEN cells after removing chemicals and bFGF.

In addition, multipotential reprogramming is accompanied by changes in metabolism as well as in gene expression patterns and cellular morphology [13–15]. Recent studies have found that during the early stage of somatic reprogramming, the expression of metabolism-related genes changes significantly [16, 17]. With respect to extraembryonic cell lineages, trophoblast cells have been shown to depend on aerobic respiration for energy [18], while the metabolic patterns of XEN cells are relatively complex and there are no consistent reports in existence. F9 cells between the early passage and late passage demonstrated the reverse metabolic shift during differentiation into XEN cells [19]. Further, ciXEN cells have only been investigated at an intermediate stage of chemical reprogramming, and it is unknown how their metabolic patterns changed. Based on these researches described above, we propose the following hypothesis: the cocktail of chemicals and bFGF can successfully reprogramme fibroblasts into ciXEN cells, and this process may be accompanied by metabolic remodelling; in addition, after the generation of ciXEN cells, this cocktail may be non-essential for maintaining the in vitro characteristics of ciXEN cells.

Consequently, the current study elucidated the characteristics of ciXEN cells and their metabolic patterns and investigated the effects of small molecules and bFGF on the long-term culture of ciXEN cells in vitro.

## Methods

### Cell culture

MEFs were derived from CF-1 mice embryos as described in our previous study [20]. Mouse neonatal fibroblasts (MNFs) were isolated from the dermal skins of neonatal mice. After being spliced into small pieces, the dermis was digested overnight with 0.2% Dispase (Gibco, NY, USA) at 4 °C, then incubated with collagenase I (Gibco) at 37 °C, and finally collected cells with centrifugation. MEFs and MNFs were both cultured in fibroblast culture medium (FCM) containing high glycose DMEM (Hyclone, UT, USA), 10% foetal bovine serum (FBS), 2 mM GlutaMAX™, 100 U/ml penicillin, and 100 μg/ml streptomycin (all from Gibco) at 37 °C in a 5% CO_2_ atmosphere.

### Generation of ciXEN cells

For obtaining ciXEN cells, MEFs and MNFs at passage 2 or 3 were seeded into a 6-well plate pre-coated with Matrigel (Corning, MA, USA) at a density of 3 × 10^4^ cells, 4 × 10^4^ cells, or 5 × 10^4^ cells per well. After 24 h, the FCM was changed to the induced medium (IM) (KnockOut DMEM supplemented with 10% knockout serum replacement (both from Gibco), 10% FBS, 100 ng/ml bFGF, 0.5 mM VPA (Sigma, USA), 20 μM CHIR99021, 10 μM RepSox, 5 μM Parnate, 50 μM forskolin (all from MCE, China), 0.05 μM AM580, and 5 μM EPZ004777 (both from Tocris, USA)), which resembled Deng’s recipe [10]. The medium was replaced every 4 days. After 16 days, cell clones were mechanically harvested. Once the epithelial-like cells crawled out of the selected clones, the concentrations of bFGF, CHIR99021, and forskolin in IM were reduced to 25 ng/ml, 10 μM, and 10 μM, respectively, according to previous studies [10]. This medium, which is suitable for long-term culture of ciXEN cells, is designated as the maintenance medium (MM).

To verify whether a metabolic shift occurred during the generation of ciXEN cells, we additionally added PS48 (an activator of PDK1 which promotes glycolysis, MCE; 5 μM) to the IM. Other procedures were the same as the chemical-induced process.

### Spontaneous differentiation of ciXEN cells and obtaining iXEN cells

ciXEN cells were resuspended in FCM and performed hanging-drop culture at a density of 5 × 10^5^ cells per drop. The medium was changed every 4 days. After 8 days, the cell masses were transferred to a Matrigel-coated 12-well plate and then conducted subsequent experiment.

To gain iXEN cells, we reseeded ciXEN cells into the Matrigel-coated 6-well plate and replaced the MM with high glycose DMEM supplemented with 1% FBS or 10% FBS.

### Generation of visceral endoderm (VE) from ciXEN cells

ciXEN cells were replated into Matrigel-coated culture plates. Fresh medium containing high glucose DMEM, 1× B27, 1× N2, 2 mM GlutaMAX, 1% non-essential amino acids (NEAA) (all from Gibco), and 50 ng/ml BMP4 was used to replace MM and was changed every other day. This induction process lasted 7 days.

### Induction of iHeps

For hepatic differentiation, ciXEN cells were reseeded into Matrigel-coated 6-well plates. The induction process was divided into two stages: In stage I, ciXEN cells were cultured in the hepatic induced medium I (HIM I) containing high glucose DMEM, 1% N2, 1% B27, 1% ITS-X (Gibco), 2 mM GlutaMAX™, 0.1 mM NEAA, 20 ng/ml HGF, 20 ng/ml EGF, 10 ng/ml BMP4, 10 ng/ml bFGF, and 20 ng/ml Activin A for 9 days. In stage II, they were then cultured in hepatic induced medium II (HIM II), which was HIM I supplemented with 10 ng/ml OsM and 1 μM dexamethasone but withdrawing Activin A (all cytokines from PeproTech, USA) for additional 10 days. This medium was changed every 3 days.

Generation of iHeps from induced XEN cells was performed using the same induction protocol.

### PCR/qPCR and RNA sequencing

#### PCR/qPCR

Total RNA was extracted using a RNeasy Plus Mini Kit (Qiagen, Germany) according to the manufacturer’s instructions, and then, 1 μg RNA was converted into first-strand cDNA using the TransScript First-Strand cDNA Synthesis SuperMix (TransGen Biotech, China). PCR/qPCR was carried out according to our previous protocol [21]. The relative expression was calculated with the comparative Ct method. The primer sequences are included in Table S1 (Additional file 2).

#### RNA sequencing

One to 2 μg total RNA with rRNA removed was used to build sequencing libraries using a KAPA Stranded RNA-Sequence Library Prep Kit (Illumina, California). RNA sequencing was performed using an Illumina Hiseq 4000 Sequenator. Original RNA sequence data were uploaded to the Gene Expression Omnibus database: GSE136824; https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE136824. We conducted a cluster analysis of differentially expressed genes (DEGs) by fragment per kilobase of transcript per million mapped (FPKM) reads, generated a volcano plot of DEGs, and performed principal component analysis (PCA) using genes with significantly different geometric means in all samples (*p* value < 0.05). Additionally, Gene Ontology (GO) analysis, Venn diagram, and Kyoto Encyclopaedia of Genes and Genomes (KEGG) pathway analysis were summarised using custom programs, including Python (version 2.7), R (version 3.5.0), and Shell (*p* ≤ 0.05).

### Immunofluorescence staining

Cells were fixed with 4% paraformaldehyde (PFA; Ding Guo, China) for 15 min, permeabilized with 0.1% Triton X-100 (Sigma) for 15 min, blocked with 1% BSA for 30 min at room temperature, and then incubated overnight with primary antibody targeting Vimentin, Desmin, Nestin, Nanog, Foxa2, Gata4, E-cadherin, Oct4, Hnf4a (Cell Signalling Technology, MA, USA), Foxa3 (Atlas Antibodies, China), Sox2 (GeneTex, USA), Asgpr1 (Bioscience, USA), Afp, and Sox17 (R&D Systems, UK) at 4 °C. The following day, cells were incubated with Alexa Fluor® 488/555-conjugated goat anti-mouse/rabbit antibody (Cell Signalling Technology) or Alexa Fluor® 488-conjugated donkey anti-goat antibody (Absin Bioscience, China) for 1 h in the dark. Nuclei were stained with 10 μg/ml Hoechst33342 (Invitrogen, USA). Cells were visualised by fluorescence microscope (Olympus IX71, Tokyo, Japan).

### Western blot

Cells were lysed in buffer containing RIPA and PSMF (TransGen Biotech, China). Proteins were quantified using a BCA protein assay kit (Beyotime Biotechnology) according to the manufacturer’s specifications. After denaturation, proteins were separated on 10% polyacrylamide gels and then transfered to polyvinylidene fluoride (PVDF) membranes (Millipore, CA, USA). After being blocked, the membranes were incubated overnight with primary antibodies for E-cadherin, Vimentin, Gata4, Sox2, Foxa2, Desmin (Cell Signalling Technology), Sox17 (R&D Systems), and Gadph (ProteinTech) at 4 °C and then with secondary antibodies on the next day. Finally, the protein bands were visualised with hypersensitive chemiluminescence (Beyotime Biotechnology).

### EdU assay and cell cycle assay

To analyse the proliferative capacity, 2 × 10^3^ cells were seeded into 96-well plates and then incubated with the medium containing 50 μM EdU for 2 h. Subsequently, the EdU assay was performed using a Cell-Light™ EdU Apollo® 555 Kit (RiboBio, China) according to the manufacturer’s instructions. Cells were examined by fluorescence microscope. The positive rate was analysed using the ImageJ software.

To detect the cell cycle, we collected cells by centrifugation and they were fixed overnight with ice-cold 75% ethyl alcohol at 4 °C. The following day, cells were resuspended with propidium iodide/RNase (Cell Signalling Technology) and incubated for 15 min. Finally, the cell cycle was examined by flow cytometry (FACS Calibur flow cytometer; BD Biosciences, USA). The cell proliferation index (PI) was calculated as follows: PI = (*S* + *G*2/*M*)/(*G*0/*G*1 + *S* + *G*2/*M*) × 100%.

### Karyotyping analysis

The karyotyping analysis of ciXEN cells at different passages and MEFs in the logarithmic growth phase was performed as previously reported [22].

### Transmission electron microscopy (TEM)

Cells collected by centrifugation were fixed with 4% glutaraldehyde (Sigma) and then refixed by 1% osmium tetroxide (Sigma) for 2 h. Next, cell aggregates underwent gradient dehydration, pre-soaking, and polymerisation and were finally cut into ultrathin sections in order to perform dioxyuranium acetate staining and lead citrate staining. The thin sections were observed with TEM (FEI Tecnai G2; America).

### Alkaline phosphatase (ALP)

ALP activity was detected by a ALP assay kit (Solarbio, China) in accordance with the manufacturer’s protocol. MEFs and ciXEN cells were fixed with 4% PFA for 15 min, incubated with pre-mixed ALP incubated buffer for 15 min, and then redyed with nuclear fast red. Finally, the images were captured by an inverted microscope (Olympus IX71).

### Hepatic function assays

#### Periodic acid-Schiff (PAS) staining

MEFs, iHeps, and ciXEN cells were fixed with 4% PFA and washed three times with double distilled water (ddH_2_O). Then, these cells were stained with a PAS kit (Sigma) according to the manufacturer’s instructions.

#### Indocyanine green (ICG) assay

iHeps and ciXEN cells were cultured in the medium supplemented with 1 mg/ml ICG (Sigma) for 2 h at 37 °C. We then added fresh medium without ICG into the culture dishes and continued to incubate overnight at 37 °C. The cells were observed by an inverted microscope.

### Lactate production

The lactate levels of MEFs and ciXEN cells were detected using a lactate content detection kit (Solarbio, China). We replated these cells on 6 cm culture dishes for 3 days and then detected the lactate production according to the manufacturer’s instructions. Finally, lactate concentrations were calculated from cell numbers.

### Extracellular metabolic flux analysis

We seeded MEFs and ciXEN cells onto Matrigel-coated XF96 well plates (Seahorse Bioscience, USA). To obtain extracellular acidification rate (ECAR), the cells were metabolically perturbed by glucose (10 mM), oligomycin (1 mM), and 2-deoxyglucose (50 mM) (all from Sigma). For mitochondria stress tests, oxygen consumption rate (OCR) was measured by supplementing with DMEM, 1 μM oligomycin, 2 μM FCCP, and 1 μM rotenone and 1 μM antimycin A (all from Sigma). The final measurements were normalised by the number of viable cells.

### Adenosine triphosphate (ATP) detection

ciXEN cells and MEFs were replated on Matrigel-coated 6-well plates and lysed with 200 μl ATP detection cracking solution (Beyotime Biotechnology). Then, the lysate was used for the following experiments according to the manufacturer’s protocol. The final production of ATP was calculated from the protein concentration of ciXEN cells and MEFs.

### Statistical analysis

Results are presented as means ± SEM. The statistical graphs were carried out using GraphPad Prism 5 (GraphPad software). We applied two-way ANOVA among mutiple groups and *t* tests between two groups to calculate statistical significance. Each experiment was repeated at least three times. *p* < 0.05 was considered statistically significant.

## Results

### Reprogramming of ciXEN cells from MEFs induced by chemicals

To generate ciXEN cells from MEFs, an IM containing chemical cocktail and bFGF—originally reported to induce chemical reprogramming without any TFs [10]—was used in our study (Fig. 1a). The number of cell clones as determined by manual count was used as a readout to estimate the reprogramming efficiency. After determining the optimal clone formation rate with different number of starting cells, we selected a density 4 × 10^4^ cells per well in six-well plates for subsequent experiments (Fig. 1c). As early as day 6, distinct cell aggregates could be observed. After continual chemical cocktail administration for 16 days, most cell aggregates had a clear boundary. We then handpicked clones and transferred them into a 12-well plate pre-coated with Matrigel (one clone per well). Approximately 1 week later, numerous epithelial-like cells emerged out of the clones (Fig. 1a, b). And our results demonstrated that the efficiency of the cells grown on the plates pre-coated with Matrigel was 31.47 ± 3.86 times greater than that of those grown on the Matrigel-uncoated plates (Fig. 1d). This finding reveals that Matrigel in combination with chemicals and bFGF facilitated the generation of cell clones from MEFs.

**Fig. 1:**
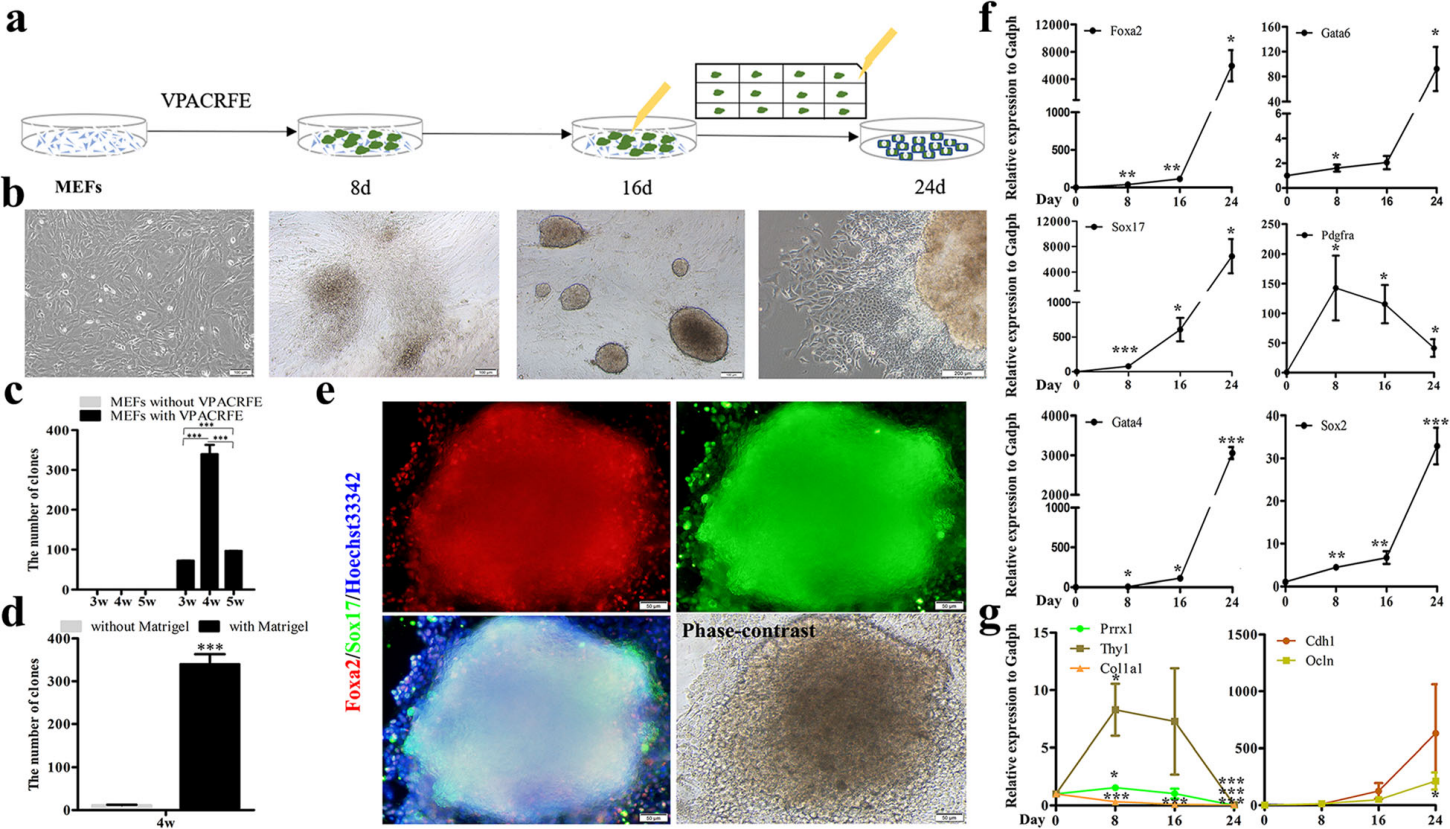
Generation of ciXEN cells. **a** Schematic diagram for obtaining ciXEN cells from MEFs using small molecules. **b** Morphological appearances of MEFs, cell colonies (treatment with chemicals for 8 days (8d) and 16 days (16d)) (bar, 100 μm), and epithelial-like cells emerging out of the selected clone (24d) (bar, 200 μm). **c** Numbers of cell clones with different numbers of starting cells: 3w, 4w, and 5w. **d** Effect of Matrigel on the formation of clones from MEFs with 4w initial cells. **e** Co-immunostaining (Foxa2 and Sox17) and phase-contrast image of cell clone (bar, 50 μm). qPCR results for the expression of XEN-related genes and *Sox2* (**f**), and fibroblast markers and epithelial markers (**g**) from day 0 to day 24. V, VPA; P, Parnate; A, AM580; C, CHIR99021; R, RepSOX; F, forskolin; E, EPZ004777; 3w, 3 × 10^4^ cells; 4w, 4 × 10^4^ cells; 5w, 5 × 10^4^ cells. *p < 0.05, **p < 0.01, ***p < 0.001. Mean ± SEM, *t* test and two-way ANOVA, *n* ≥ 3

And we then found that these cell clones at day 16 co-expressed *Foxa2* and *Sox17* (Fig. 1e). Furthermore, a crucial point in successful reprogramming is to gain the properties of the desired cells and eliminate the characteristics of the original cells. Our results reveal that the mRNA levels of XEN markers (*Gata6*, *Foxa2*, *Sox17*, and *Gata4*) were significantly upregulated during this period. And *Pdgfra*, another XEN gene, showed an upward trend during the first 8 days and then decreased from day 8 to day 24 but still be detected. Additionally, *Sox2* and *Epcam* increased significantly from day 0 to day 24 (Fig. 1f and Additional file 1: Figure S1a). Simultaneously, the mRNA levels of the fibroblast markers (*Thy1* and *Prrx1*) increased from day 0 to day 8 before decreasing from day 8 to day 24, with *Thy1* particularly showing a significant decrease. And the level of *Col1a1* decreased continually throughout the experiment (Fig. 1g). *Cxcr4*, a marker of DE, increased gradually (Additional file 1: Figure S1b). Additionally, qPCR analysis showed that the levels of epithelial markers (*Cdh1* and *Ocln*) increased, particularly from day 16 to day 24 (Fig. 1g), while the mRNA levels of the mesenchymal markers (*Zeb1*, *Vimentin*, and *Twist2*) were downregulated. *Snai1*, another mesenchymal gene, continually maintained an upward trend (Additional file 1: Figure S1c). Studies have shown that *Snai1* is a marker of the parietal endoderm (PE) [23]. And the protein levels of *E-cadherin* and *Vimentin* were consistent with their mRNA levels (Additional file 1: Figure S1d). These results indicate that a mesenchymal epithelial transition (MET) occurred during this chemical induction process.

This chemical recipe used for MEF reprogramming was also used to treat MNFs. We found that cells in the chemically induced clones were loosely arranged (Additional file 1: Figure S1e), which also occurred in some MEF-derived clones. Besides that, the highest number of clones was obtained using an initial cell number of 3 × 10^4^ (Additional file 1: Figure S1f), and these clones co-expressed *Sox17* and *Foxa2* (Additional file 1: Figure S1g). These results indicated that the chemical cocktail was suitable not only for the reprogramming of MEFs, but also for that of MNFs.

### Characteristics of ciXEN cells

Subsequentially, we detected the characteristics of ciXEN cells derived from the selected clones. ciXEN cells had two distinct morphological characteristics: dispersed cells at low density and epithelioid cells at high density (Fig. 2a) that resembled XEN cells from mouse blastocysts [24]. Compared to that in MEFs, the mRNA levels of XEN markers in ciXEN cells at passage 5 significantly increased (Fig. 2b). In addition to *Epcam* and *Pdgfra*, they also expressed the endoderm gene, *Cxcr4* (Additional file 1: Figure S2a and S2b). Interestingly, these cells also demonstrated high *Sox2* expression, consistent with immunostaining. Nevertheless, we could not detect pluripotent genes at either the mRNA or protein level (Fig. 2c, f), indicating that the ciXEN cells had not yet reached the pluripotent stage. In addition, because the ciXEN cells did not express *Oct4*, we identified them as non-XEN progenitor cells [25]. And the mRNA levels of fibroblast-related genes in ciXEN cells were significantly reduced compared to those in MEFs, while mRNA levels of *Ocln* and *Cdh1* were significantly higher than those in MEFs (Fig. 2d, e). Additionally, they positively expressed *E-cadherin*, *Gata4*, and *Vimentin* (Fig. 2f), which indicates that the transformation of MEFs into ciXEN cells was incomplete. To determine the purity of ciXEN cells, co-immunostaining was used. Our result reveals that the percentage of cells expressing *Sox17* and *Foxa2* approached 100% (Fig. 2g). These results were also confirmed by our western blot analysis (Fig. 2h).

**Fig. 2:**
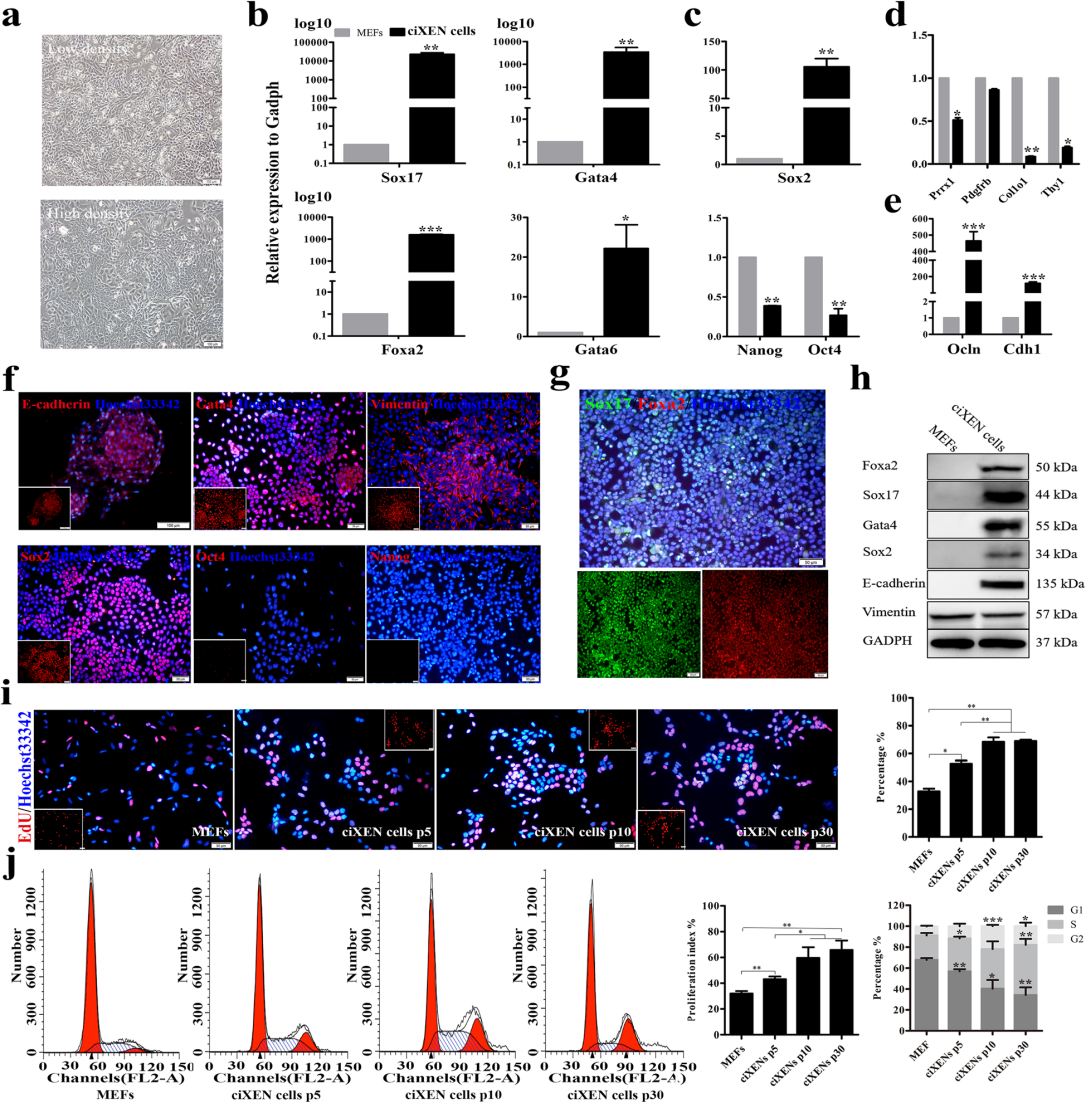
Characteristics of ciXEN cells at passage 5. Morphological appearances of ciXEN cells at low density and high density (bar, 100 μm) (**a**). qPCR results for the expression of XEN-related genes (*Foxa2*, *Sox17*, *Gata4*, and *Gata6*) (**b**), pluripotency markers (*Sox2*, *Oct4*, and *Nanog*) (**c**), fibroblast markers (*Pdgfrb*, *Prrx1*, *Thy1*, and *Col1a1*) (**d**), and epithelial-related genes (**e**). **f**, **g** Immunofluorescence of Sox2, Gata4, E-cadherin, vimentin, Oct4, Nanog, Sox17, and Foxa2 in ciXEN cells (bar, 50 μm). **h** Western blot analysis for the expression of Foxa2, Sox17, Gata4, Sox2, E-cadherin, and vimentin in MEFs and ciXEN cells. **i** EdU assay for proliferative ability of MEFs and ciXEN cells at p5, p10, and p30 (bar, 50 μm). **j** Detection of cell cycle by flow cytometry. The percentage of G1-, S-, and G2-phase in the cell cycle and the PI of MEFs and ciXEN cells at p5, p10, and p30. p5, passage 5; p10, passage 10; p30, passage 30. *p < 0.05, **p < 0.01, ***p < 0.001. Mean ± SEM, *t* test and two-way ANOVA, *n* = 3

Additionally, the proliferative ability of ciXEN cells mostly in the S phase of the cell cycle was significantly higher than that of MEFs, and most stable between passage 10 and passage 30, with proliferative ability increased relative to passage 5 (Fig. 2i, j). To further distinguish between MEFs and ciXEN cells, TEM was used to study their ultrastructure. Our results suggest that pseudopodia were present over the surface of MEFs, the chromatin was arranged compactly, and the cytoplasm contained endoplasmic reticulum and mitochondria. In case of ciXEN cells, we observed a smooth cell surface with a unique cilium-like structure and loosely arranged chromatin; endoplasmic reticulum and mitochondria were also observed, but mitochondria were circular instead of elongated (Additional file 1: Figure S2c).

Furthermore, these cells retained epithelioid morphologies through a series of passages, and their karyotype remained unaltered (Additional file 1: Figure S2d and S2e). The expression levels of epithelial markers and XEN-related genes remained high throughout, while the mRNA levels of fibroblast-related genes were nearly impossible to detect (Additional file 1: Figure S2f and S2g). Interestingly, during continuous subculturing, the expression of *Sox2* was downregulated, except at passage 30, and the expression of pluripotency genes was not detected (Additional file 1: Figure S2h). These results indicate that ciXEN cells maintained their characteristics during expansion in vitro, an important condition for the practical applications.

### In-depth transcriptomic analyses of ciXEN cells

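RNA was sequenced from 9 libraries in 3 groups of 3. The MEFs at passage 3 gave 3 libraries, and the ciXEN lines 1-1, 2-1 and 3-3 were each sequenced at passage 5 and at passage 30. Ribosomal RNA was removed first and the libraries kept the strand. The values are the FPKM (fragments per kilobase of transcript, scaled to the mapped fragments of the library) that the authors deposited per transcript, without read counts. A gene's value is the sum over its listed transcripts, 29521 of which matched GENCODE M21 on the mouse genome GRCm38. Of 13787 genes, the 12443 with a mean of at least 0.5 FPKM over the 9 libraries were tested. The FPKM of a library summed to between 315395 and 342201, and 10593 to 11130 genes reached 1 FPKM. Sequencing depth is not given in the sources used here, and steps in the lowest values put a library at 0.884 to 1.21 of the median depth.

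Genes were compared with limma on log2(FPKM + 1), two-sided, with Benjamini-Hochberg adjustment, and a gene is said to rise or fall where its adjusted p is under 0.05. Adding 1 makes the fold change of a gene with a low FPKM smaller than the ratio of its values. The 6 ciXEN libraries together were compared with the 3 MEF libraries, and each passage also on its own. Each p measures spread between these libraries only, and the 2 passages of 1 line count as separate libraries. By the paper's methods MEFs grew without the chemicals and bFGF, which the maintenance medium of ciXEN cells held. Medium and cell type therefore cannot be told apart in the comparisons with MEFs. Fixed lists of genes that share a function were compared with all other genes by camera, with its preset correlation between genes and again with a correlation estimated from the data. Of 61 lists tested, 35 passed for ciXEN cells against MEFs with the preset, and the fibroblast and extracellular matrix lists alone still passed with the estimate.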

We further analysed the transcriptome of ciXEN cells by RNA sequencing. Cluster analysis of genome-wide expression profile showed that ciXEN cells at passage 5 were analogous to those at passage 30, but the expression pattern was distinct from that observed in MEFs (Fig. 3a). 

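Peg10, an imprinted gene of retrotransposon origin (ENSMUSG00000092035, chromosome 6 from 4747306 to 4760517), was at 751 ± 9.37 FPKM at passage 5, 729 ± 29.0 at passage 30 and 12.6 ± 4.34 in MEFs (mean ± SD, n = 3 each). Stra6, which encodes a receptor for retinol-binding protein (ENSMUSG00000032327, chromosome 9 from 58063788 to 58153996), was at 146 ± 7.83 FPKM at passage 5 and 151 ± 11.4 at passage 30, against 0.414 ± 0.326 in MEFs. Tagln, an actin-binding protein of contractile cells (ENSMUSG00000032085, chromosome 9 from 45929619 to 45936058), went the other way, from 432 ± 64.8 FPKM in MEFs to 0.553 ± 0.0439 and 0.605 ± 0.0878. Each differed from MEFs over all 6 ciXEN libraries: log2 fold change 5.82 (standard error 0.17, adjusted p = 5.5e-09) for Peg10, 6.75 (standard error 0.14, adjusted p = 8.7e-10) for Stra6 and −8.09 (standard error 0.11, adjusted p = 1.4e-10) for Tagln. None of the 3 passed the test between passage 5 and passage 30.

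Over all tested genes, a ciXEN library at passage 5 and one at passage 30 had a mean Pearson correlation of log2(FPKM + 1) of 0.954 (SD 0.00577, 9 pairs). The pairs from the same line averaged 0.955 and those from different lines 0.954. Pairs within a group averaged 0.979 in MEFs, 0.976 at passage 5 and 0.971 at passage 30 (3 pairs each). A ciXEN library and an MEF library had a mean of 0.669 (SD 0.0162, 18 pairs), 0.654 for passage 5 and 0.683 for passage 30. In an average-linkage tree the passage 5 and passage 30 libraries each formed a cluster, these clusters joined at 1 − r = 0.0459, and the MEF cluster joined last at 0.331. The correlations run across genes, which are no independent replicates, so no p is given.

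**Figure D1:**
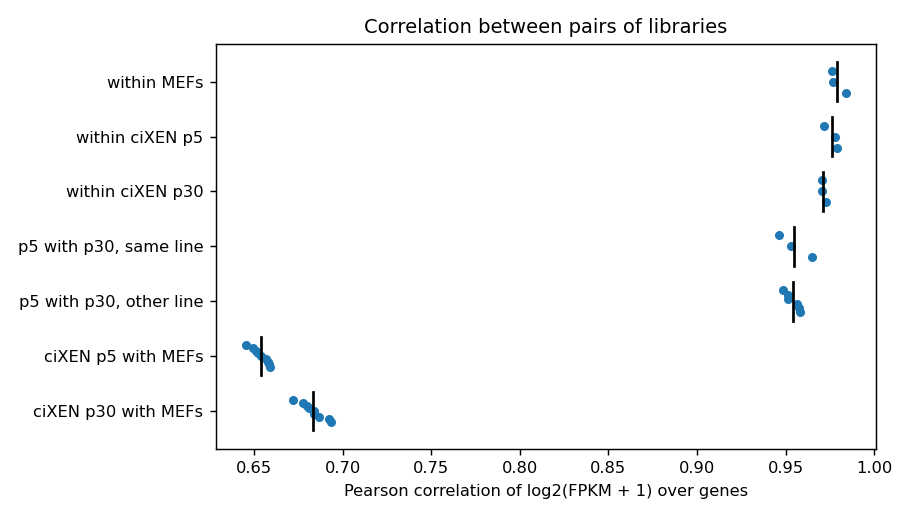
Similarity of the 9 libraries. The x axis gives the Pearson correlation of log2(FPKM + 1) over the 12443 tested genes and the y axis the kind of pair, within or between MEFs, ciXEN cells at passage 5 and ciXEN cells at passage 30. Each dot is 1 pair of libraries and the black bar is the mean.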

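Rhox5, an X-linked homeobox gene (ENSMUSG00000095180, chromosome X from 37804842 to 37808876), had the largest rise among genes whose libraries do not overlap, from 5.66, 0.721 and 4.74 FPKM in the 3 MEF libraries to 848 ± 160.4 in ciXEN cells (mean ± SD, n = 6), log2 fold change 7.69 (standard error 0.38, adjusted p = 1.3e-07). Cyp26a1, an enzyme that degrades retinoic acid (ENSMUSG00000024987, chromosome 19 from 37697798 to 37701536), was at 1.41, 0 and 1.88 FPKM in the MEF libraries and 382 ± 129 in ciXEN cells, log2 fold change 7.58 (standard error 0.34, adjusted p = 7.8e-08). Nxf7, of the RNA export factor family, rose by 7.52 (adjusted p = 1.8e-09) and Podxl, a sialomucin of epithelial surfaces, by 7.33 (adjusted p = 2.6e-09). S100g, a vitamin D-dependent calcium-binding protein, rose by 7.42 (adjusted p = 2.1e-05), with 19.7, 0.512 and 25.8 FPKM in the MEF libraries.

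Ptn, a secreted growth factor (ENSMUSG00000029838, chromosome 6 from 36714929 to 36810220), had the largest fall, from 1751 ± 188 FPKM in MEFs (n = 3) to 3.04 ± 0.546 FPKM, log2 fold change −8.76 (standard error 0.11, adjusted p = 9.4e-11). Acta2, smooth muscle actin (ENSMUSG00000035783, chromosome 19 from 34241090 to 34255590), fell from 835 ± 212 to 0.922 ± 0.231 FPKM, log2 fold change −8.74 (standard error 0.16, adjusted p = 5.4e-10). Bgn, a small matrix proteoglycan, fell by 8.65 (adjusted p = 1.5e-11), and Lox, which crosslinks collagen and elastin, by 8.63 (adjusted p = 1.4e-10).

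Of the 12443 genes, 5280 rose and 3439 fell, among them Rhox5 and Ptn, and 3724, such as Gapdh, did not pass. At least 16-fold rises numbered 119 and falls of that size 251, with Podxl and Lox among them. At an unadjusted p at or under 0.05 and a 1.5-fold change, 3816 genes were higher, 2790 lower and 5837 neither. All 6 ciXEN libraries lay on 1 side of all 3 MEF libraries for 7626 genes, Cyp26a1 and Acta2 among them, which is 61.3% where chance gives 2.38%. The smallest p of an exact permutation test that 6 against 3 libraries allow is 0.0119 (two-sided), and genes that lie apart do not all reach it.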

Compared to MEFs, 3680 genes were upregulated, 2816 genes were downregulated, and 6452 genes exhibited no change in expression. And the volcano plot reveals that XEN markers and epithelial markers were present among the upregulated genes, while the fibroblast markers were observed among the downregulated genes (Fig. 3b). These results were consistent with the results of our previously mentioned qPCR analysis. Additionally, PCA based on genes with significant differences (*p* value ≤ 0.05) showed similarities between ciXEN cells at early and late passages (Fig. 3c). 

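Sox17, a transcription factor of endoderm (ENSMUSG00000025902, chromosome 1 from 4490931 to 4497354), was at 0.835, 0 and 0.396 FPKM in the 3 MEF libraries and 184 ± 22.6 in ciXEN cells (mean ± SD, n = 6), log2 fold change 7.07 (standard error 0.18, adjusted p = 1.8e-09). Gata4, a zinc finger factor of primitive endoderm (ENSMUSG00000021944, chromosome 14 from 63198922 to 63271692), rose from 0.926 ± 0.663 FPKM (n = 3) to 202 ± 56.6, log2 fold change 6.74 (standard error 0.22, adjusted p = 1.0e-08). Sox7 rose from 0.345 ± 0.249 to 133 ± 41.3 FPKM (adjusted p = 1.6e-09), Gata6 from 2.82 ± 0.336 to 47.3 ± 15.5 (adjusted p = 2.5e-08) and Pdgfra, the receptor of platelet-derived growth factor A, by a log2 fold change of 2.55 (adjusted p = 4.2e-07). Foxa2, a forkhead factor of endoderm, had 0.494, 0 and 0.131 FPKM in the MEF libraries and 58.8 ± 22.0 in ciXEN cells, log2 fold change 5.55 (adjusted p = 2.4e-07). Lama1, a laminin chain of basement membranes (ENSMUSG00000032796, chromosome 17 from 67697259 to 67822647), rose from 1.27 ± 0.533 to 282 ± 71.2 FPKM, log2 fold change 6.95 (standard error 0.24, adjusted p = 1.3e-08).

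Col4a1, a type IV collagen chain (ENSMUSG00000031502, chromosome 8 from 11198423 to 11312826), did not pass: 69.0, 99.5 and 44.0 FPKM in MEFs, 93.6, 739 and 80.3 at passage 5 and 52.6, 506 and 648 at passage 30, log2 fold change 1.66 (standard error 0.90, adjusted p = 0.13). It passed only without the passage 30 library of line 1-1, at 2.23. Col4a2, its partner chain, rose by 2.36 (adjusted p = 2.9e-07). Of the 8 XEN genes that the paper names, 7 rose, among them Sox7 and Gata6, none fell and 1 did not pass (adjusted p = 2.5e-04 by camera, and adjusted p = 0.18 with an estimated correlation). A primitive endoderm list shares most of these genes, and 15 of its 18 rose, with Sall4 and Cubn, 1 fell, Sparc, and 2 did not pass, Dab2 among them (adjusted p = 7.0e-06, and adjusted p = 0.078 with an estimated correlation).

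Cdh1, which encodes E-cadherin (ENSMUSG00000000303, chromosome 8 from 106603351 to 106670246), was at 0.903, 0 and 0.749 FPKM in the MEF libraries and 57.6 ± 38.9 in ciXEN cells, log2 fold change 4.97 (standard error 0.32, adjusted p = 9.0e-07). Epcam, an epithelial adhesion molecule, was at 1.72, 0 and 2.06 FPKM in the MEF libraries and rose by 7.00 (adjusted p = 1.4e-07), and Ocln, a tight junction protein, was at 0.414, 0 and 0.512 FPKM and rose by 4.48 (adjusted p = 5.7e-07). All 3 of these named epithelial genes rose (adjusted p = 0.03 by camera, and adjusted p = 0.38 with an estimated correlation), a list call that ended with a pseudocount of 0.1 (median 6.69). Prrx1, a homeobox gene of limb mesenchyme (ENSMUSG00000026586, chromosome 1 from 163245119 to 163313710), fell from 137 ± 44.7 FPKM to 0.151 ± 0.0494, log2 fold change −6.85 (standard error 0.20, adjusted p = 4.3e-09). Pdgfrb fell by 5.23 (adjusted p = 1.6e-09) and Thy1, a surface protein of fibroblasts, by 4.22 (adjusted p = 3.5e-06). With Col1a1, all 4 named fibroblast genes fell (adjusted p = 2.5e-04 by camera, and adjusted p = 0.2 with an estimated correlation). The counts of all 4 lists were the same when adjusted over the list alone. The 3 lists of genes that the paper names are no independent evidence, since the paper picked them as markers with these cells in view.

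MEF libraries 1 and 3 held a trace of the genes highest in ciXEN cells, Epcam and Lama1 among them. Over the 29 genes at 100 FPKM or more in ciXEN cells and at least 50 times the lowest MEF library, the MEF libraries had a median of 0.667%, 0.0850% and 0.758% of the ciXEN mean. Choosing genes by the lowest MEF library favours a low value in 1 of them. Of 26 such genes chosen without MEF library 2, 24 lay above it in both other MEF libraries.

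**Figure D2:**
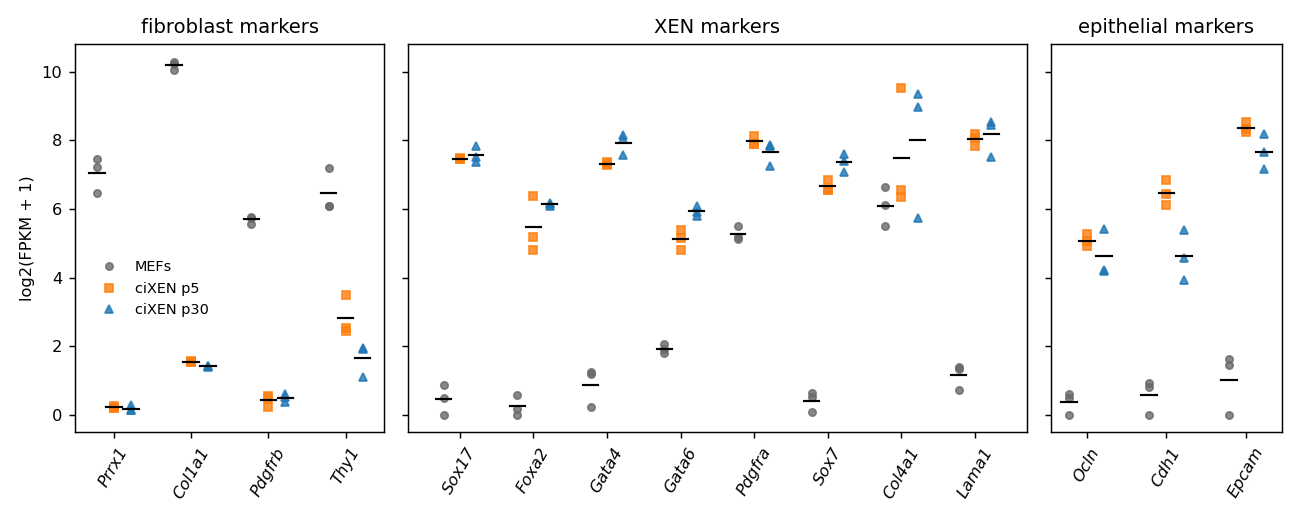
XEN, epithelial and fibroblast genes that the paper names. The x axis lists fibroblast, XEN and epithelial genes and the y axis gives log2(FPKM + 1). Each symbol is 1 library, with gray circles for MEFs, orange squares for ciXEN cells at passage 5 and blue triangles for ciXEN cells at passage 30, and the black bar is the group mean.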

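Slc26a10, of the anion transporter family (ENSMUSG00000040441, chromosome 10 from 127171393 to 127180645), was at 1.14 ± 1.02 FPKM at passage 5 and 22.9 ± 3.19 at passage 30 (mean ± SD, n = 3 each), log2 fold change 3.61 (standard error 0.35, adjusted p = 0.0012). Tdh, threonine dehydrogenase (ENSMUSG00000021953, chromosome 14 from 63492347 to 63509092), rose from 10.0 ± 7.31 to 68.8 ± 21.6 FPKM, log2 fold change 2.80 (standard error 0.40, adjusted p = 0.0049), and Rbp4, which carries retinol in plasma, rose by 2.67 (adjusted p = 0.0027). Cldn4, a claudin of tight junctions (ENSMUSG00000047501, chromosome 5 from 134945119 to 134946934), fell from 20.0 ± 12.7 to 0.173 ± 0.149 FPKM, log2 fold change −3.89 (standard error 0.49, adjusted p = 0.0031). Anxa1, a phospholipid-binding annexin (ENSMUSG00000024659, chromosome 19 from 20373428 to 20390944), fell from 33.5 ± 11.2 to 1.95 ± 0.749 FPKM, log2 fold change −3.53 (standard error 0.25, adjusted p = 5.5e-04). Pllp, a membrane protein of myelin and epithelia, fell by 3.12 (adjusted p = 0.002).

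Of the 12443 genes, 383 were higher at passage 30, Tdh and Rbp4 among them, 698 were lower, such as Cldn4 and Anxa1, and 11362 did not pass. With only the passage 5 and passage 30 libraries in the fit, 431 passed, these 6 genes among them. With the line as a block as well, limma called 0 at adjusted p under 0.05, against 2538 genes at an unadjusted p under 0.05, so none of the 6 passed. Without the block that limma fit had 2856 genes at an unadjusted p under 0.05. The block leaves few residual degrees of freedom in 6 libraries, so its 0 does not show that the passages are alike. The block in the fit of all 9 libraries, where MEF libraries share only a number with the lines, left 813. Leaving out 1 library without the block left 437 to 982. The share of the calls that were higher was 35.4%, and it was 58.2% with library medians set equal and 46.6% after quantile normalisation, so the balance of rises and falls depends on the scaling. The ranges of 3587 genes did not overlap between the passages, 28.8% where chance gives 10%.

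Of 28 epithelial genes, 12 fell from passage 5 to passage 30, Cldn4 and Tjp3 among them, and 16 did not pass (adjusted p = 1.2e-10 by camera, and adjusted p = 0.69 with an estimated correlation). Of 8 regulators and markers of epithelial-mesenchymal transition, 3 rose (adjusted p = 0.0039, and adjusted p = 0.45 with an estimated correlation). Of these Vim, an intermediate filament and so a marker, rose by 1.62 (adjusted p = 0.0012). Visceral endoderm genes gave 4 rises of 11, such as Rbp4 and Apoe (adjusted p = 0.01, and adjusted p = 0.51 with an estimated correlation), a call that ended without the passage 30 library of line 1-1 (list median 0.62) and with a filter at a mean of at least 1 FPKM (0.36). Primitive endoderm genes gave 5 rises and 1 fall of 18, with Cubn and Gata6 rising (adjusted p = 0.0095, and adjusted p = 0.51 with an estimated correlation), and glycolysis genes 4 rises of 16, such as Pgam1 (adjusted p = 0.0057, and adjusted p = 0.83 with an estimated correlation). The primitive endoderm call ended after quantile normalisation (list median 0.33). With the line as a block in the fit of these 2 groups the visceral endoderm list lost its call (adjusted p = 0.066), while the epithelial list had adjusted p = 4.3e-10 and the regulators and markers adjusted p = 0.016 by camera, and all 3 lists had adjusted p = 0.89 with an estimated correlation. Of the genes named here Tjp3, Cubn and Gata6 did not pass with only these 2 groups in the fit.

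Another 5 lists passed with few single genes called, and their calls ended without some libraries. DNA replication genes rose in 2 of 35 (adjusted p = 0.0057, and adjusted p = 0.83 with an estimated correlation) but not without the passage 5 library of line 1-1 (list median 0.14), and cell cycle genes in 2 of 34 (adjusted p = 0.02, and adjusted p = 0.86 with an estimated correlation) but not without the passage 5 libraries of lines 1-1 (0.11) or 2-1 (0.083) or the passage 30 library of line 2-1 (0.094). Purine and pyrimidine synthesis genes rose in 3 of 21 (adjusted p = 0.032, and adjusted p = 0.83 with an estimated correlation) but not without the passage 5 libraries of lines 1-1 (0.14) or 2-1 (0.10) or the passage 30 libraries of lines 1-1 (0.077) or 2-1 (0.16). Cholesterol synthesis genes rose in 1 of 20 (adjusted p = 0.042, and adjusted p = 0.86 with an estimated correlation) but not without the passage 5 libraries of lines 2-1 (0.24) or 3-3 (0.17) or the passage 30 libraries of lines 1-1 (0.084) or 2-1 (0.068), nor with the block on 9 libraries (adjusted p = 0.053). After quantile normalisation the cell cycle (0.083), purine and pyrimidine (0.19) and cholesterol (0.27) calls ended, the last also with equal medians (0.34) and with only these 2 groups in the fit (0.24). Stress genes fell in 2 of 12 (adjusted p = 0.032, and adjusted p = 0.83 with an estimated correlation) but not without the passage 5 libraries of lines 1-1 (−0.64) or 2-1 (−0.33) or the passage 30 libraries of lines 1-1 (−0.70) or 3-3 (−0.64). Adjusted over the list alone, the counts of rises and falls were 0 and 19 for epithelial genes, 5 and 0 for the regulators and markers of epithelial-mesenchymal transition, 4 and 1 for visceral endoderm, 6 and 1 for primitive endoderm, 7 and 0 for glycolysis, 0 and 0 for DNA replication, 1 and 0 for cell cycle and 4 and 0 for purine and pyrimidine synthesis.

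In principal components of log2(FPKM + 1) over the tested genes, the first held 83.7% of the variance and set MEFs (−111.2, −110.7 and −112.4) apart from passage 5 (58.4, 59.4 and 59.2) and passage 30 (51.2, 51.0 and 54.9). The second held 6.26% and set passage 5 (−28.3, −30.7 and −16.7) apart from passage 30 (22.9, 32.8 and 23.2), and the third held 2.27%.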

The Venn diagram of GO analysis of the upregulated and downregulated DEGs showed that three subschemas (molecular functions (MF), cellular components (CC), and biological processes (BP)) shared the same changes in gene functions (Fig. 3d). And the top ten upregulated MFs were associated with compound binding. 

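Lig1, a DNA ligase of replication (ENSMUSG00000056394, chromosome 7 from 13277283 to 13311433), rose from 20.8 ± 8.56 FPKM in MEFs (mean ± SD, n = 3) to 92.5 ± 24.8 in ciXEN cells (n = 6), log2 fold change 2.13 (standard error 0.29, adjusted p = 1.3e-04). Pcna, the sliding clamp of DNA polymerases (ENSMUSG00000027342, chromosome 2 from 132249162 to 132253314), rose from 61.9 ± 5.89 to 129 ± 22.5 FPKM, log2 fold change 1.03 (standard error 0.091, adjusted p = 6.9e-06). Rfc4, of the clamp loader, rose by 2.02 (adjusted p = 2.5e-07) and Dna2, a nuclease and helicase, by 2.35 (adjusted p = 5.2e-06). Of the 35 DNA replication genes tested, 31 rose, 2 fell, Pold4 and Pole4, and 2 did not pass (adjusted p = 3.2e-05 by camera, and adjusted p = 0.33 with an estimated correlation). Msh6, which binds mismatched DNA (ENSMUSG00000005370, chromosome 17 from 87975062 to 87990892), rose from 16.6 ± 1.18 to 152 ± 21.6 FPKM, log2 fold change 3.11 (standard error 0.088, adjusted p = 3.9e-09). Of 8 mismatch repair genes, 5 rose, with Exo1 and Pms1, none fell and 3 did not pass (adjusted p = 0.04, and adjusted p = 0.24 with an estimated correlation). That list call ended without the passage 30 library of line 1-1 (median 0.90) or 2-1 (median 0.88).

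Xrcc3, a protein of homologous recombination (ENSMUSG00000021287, chromosome 12 from 111803192 to 111813873), rose from 1.16 ± 0.932 to 12.4 ± 0.997 FPKM, log2 fold change 2.72 (standard error 0.22, adjusted p = 3.6e-06). Of 36 homologous recombination and Fanconi genes, 30 rose, such as Xrcc2, Rad54l and Eme1, 1 fell, Fancf, and 5 did not pass (adjusted p = 1.4e-04, and adjusted p = 0.23 with an estimated correlation). Mybl2, a transcription factor of the G2 and M program (ENSMUSG00000017861, chromosome 2 from 163054687 to 163084688), rose from 7.19 ± 1.49 to 108 ± 12.2 FPKM, log2 fold change 3.74 (standard error 0.13, adjusted p = 1.7e-08). Of 34 genes of S phase and G2/M, 33 rose, such as Cdt1, Gins1 and Cdk2, and 1 fell, E2f1 (adjusted p = 8.6e-07, and adjusted p = 0.33 with an estimated correlation). Impdh2, of guanine nucleotide synthesis, rose by 1.04 (adjusted p = 4.1e-06), while Ctps, which makes CTP, fell by 0.65 (adjusted p = 5.0e-04). Of 21 genes of purine and pyrimidine synthesis, 14 rose, Ppat and Rrm2 among them, 3 fell and 4 did not pass, and the list did not pass (adjusted p = 0.14). Adjusted over the list alone, the counts were the same except purine and pyrimidine synthesis, with 15 rises and 3 falls.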

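Rps25, a protein of the small ribosomal subunit (ENSMUSG00000009927, chromosome 9 from 44407139 to 44410427), rose from 63.1 ± 5.57 FPKM in MEFs (mean ± SD, n = 3) to 132 ± 12.6 in ciXEN cells (n = 6), log2 fold change 1.05 (standard error 0.091, adjusted p = 6.2e-06). Rps2 rose by 0.81 (adjusted p = 0.0019), Rpl22 by 0.69 (adjusted p = 0.0025) and Rps29 by 0.62 (adjusted p = 1.5e-04). Of 67 ribosomal protein genes tested, 49 rose, none fell and 18 did not pass (adjusted p = 3.6e-04 by camera, and adjusted p = 0.52 with an estimated correlation). Their median log2 fold change was 0.30, which is 0.099 above the median of all tested genes.

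Dnmt3b, a DNA methyltransferase (ENSMUSG00000027478, chromosome 2 from 153649450 to 153687730), rose from 1.03 ± 0.235 to 23.7 ± 9.66 FPKM, log2 fold change 3.52 (standard error 0.18, adjusted p = 1.8e-07). Uhrf1, which brings the maintenance methyltransferase to replicated DNA (ENSMUSG00000001228, chromosome 17 from 56303321 to 56323486), rose from 22.0 ± 2.77 to 39.4 ± 7.54 FPKM, log2 fold change 0.80 (standard error 0.10, adjusted p = 8.8e-05). Of 8 genes of DNA methylation and its removal, 5 rose, with Tet1 and Tdg, none fell and 3 did not pass, Tet2 among them (adjusted p = 0.04, and adjusted p = 0.24 with an estimated correlation). The list did not pass without the passage 30 library of line 1-1 (median 0.72). Hist1h2ac rose by 0.59 (adjusted p = 0.0013) and Hist1h4d by 0.51 (adjusted p = 0.018). Of 11 replication-dependent histone genes, 6 rose, 1 fell and 4 did not pass, and the list did not pass (adjusted p = 0.41). Without MEF library 1 the rises of Hist1h1a (0.61), Hist1h1b (0.85) and Hist1h1e (1.09) and the fall of Hist1h1c (−0.92) ended, and those of Hist1h1b, Hist1h1c and Hist1h1e ended without some other libraries too. All 3 lists had the same counts when adjusted over the list alone.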

The most dramatic changes in cellular components (CCs) were listed in Table S2 (Additional file 2) (*p* < 0.001, FDR < 0.001). Additionally, the top ten downregulated MFs were related to material binding and that downregulated CCs included those associated with the cell periphery, extracellular matrix, cell projection, and plasma membrane (Additional file 2: Table S2). 

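Col1a1, the main chain of type I collagen (ENSMUSG00000001506, chromosome 11 from 94936224 to 94953042), fell from 1167 ± 103 FPKM in MEFs (mean ± SD, n = 3) to 1.78 ± 0.134 in ciXEN cells (n = 6), log2 fold change −8.71 (standard error 0.08, adjusted p = 1.5e-11). Col3a1, a fibrillar collagen (ENSMUSG00000026043, chromosome 1 from 45311538 to 45349706), fell from 477 ± 47.3 to 0.544 ± 0.167 FPKM, log2 fold change −8.28 (standard error 0.12, adjusted p = 1.4e-10). Postn, a matricellular protein, fell by 8.40 (adjusted p = 1.7e-10) and Col5a2 by 8.45 (adjusted p = 1.7e-10). Of the 42 extracellular matrix genes tested, 41 fell, and Fbln1, which lies on chromosome 15 where the passage 5 library of line 1-1 is raised by 0.27, rose by 1.28 (adjusted p = 5.6e-06). The list passed with both settings (adjusted p = 1.6e-22 by camera, and adjusted p = 0.0051 with an estimated correlation). All 27 genes of a fibroblast list fell, Col1a2, Lox and Twist1 among them (adjusted p = 6.4e-18, and adjusted p = 0.0071 with an estimated correlation).

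Myl9, a myosin light chain, fell by 4.93 (adjusted p = 1.9e-06) and Tpm2, a tropomyosin, by 5.44 (adjusted p = 5.2e-08), and all 10 genes of contractile cells fell (adjusted p = 1.2e-07, and adjusted p = 0.14 with an estimated correlation). Ccn2, a matricellular growth factor (ENSMUSG00000019997, chromosome 10 from 24595442 to 24598683), fell from 251 ± 56.7 to 3.80 ± 2.72 FPKM, log2 fold change −5.89 (standard error 0.28, adjusted p = 1.1e-07). With it, all 11 target genes of TGF-beta fell (adjusted p = 1.6e-08, and adjusted p = 0.078 with an estimated correlation). The ciXEN medium held RepSox, which the paper describes as an inhibitor of a TGF-beta receptor. Basement membrane genes were split: of 16, 7 rose, such as Agrn, a heparan sulfate proteoglycan, by 1.56 (adjusted p = 1.3e-06), and 7 fell, such as Nid1, a laminin-binding protein, by 2.44 (adjusted p = 8.9e-06). Their median was 0.40 and their mean −0.074, and the test pointed down without passing (adjusted p = 0.64).

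Macrophage markers were present in the MEF libraries, with Lyz2, lysozyme (ENSMUSG00000069516, chromosome 10 from 117277331 to 117282321), at 121, 61.0 and 94.9 FPKM. Lyz2 was at 0.181 ± 0.0906 FPKM in ciXEN cells, log2 fold change −6.25 (standard error 0.19, adjusted p = 7.1e-09). C1qc, of the complement C1q complex, was at 9.46, 7.24 and 6.61 FPKM in the MEF libraries and listed at 0 in all 6 ciXEN libraries. Of 12 macrophage genes, 11 fell, with Ctss and Tyrobp, none rose and 1 did not pass, Cd14 (adjusted p = 8.6e-07, and adjusted p = 0.24 with an estimated correlation). None of these counts differed when adjusted over the list alone.

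**Figure D3:**
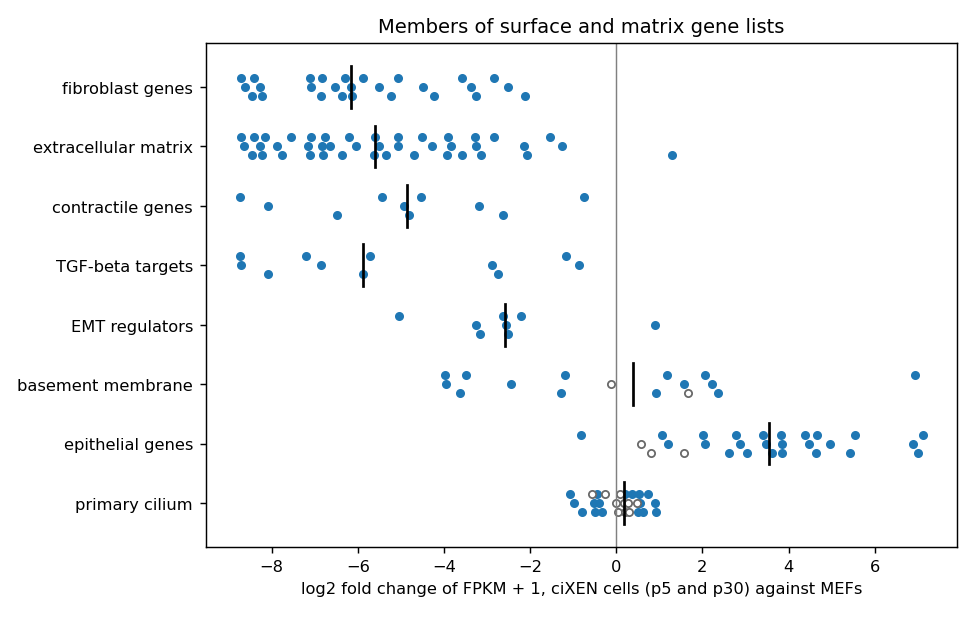
Genes of 8 lists in ciXEN cells against MEFs. The list labelled EMT regulators is that of epithelial-mesenchymal transition and also holds markers such as Vim. The x axis gives the log2 fold change and the y axis the list. Each dot is 1 gene, filled blue where adjusted p is under 0.05 and open where it is not, and the bar is the list median.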

We further verified the expression of other XEN markers (*Col4a1*, *Lama1*, and *Sox7*) at passage 5 by qPCR analysis (Fig. 3e). Our results indicated that the generation of ciXEN cells involved the remodelling of cell structures and functions.

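Krt8, a keratin of simple epithelia (ENSMUSG00000049382, chromosome 15 from 101996698 to 102004482), rose from 6.38, 0.0993 and 4.16 FPKM in the 3 MEF libraries to 493 ± 103 in ciXEN cells (mean ± SD, n = 6), log2 fold change 7.13 (standard error 0.49, adjusted p = 1.4e-06). Krt8 lies on chromosome 15, whose genes are raised in the passage 5 library of line 1-1. Lsr, a protein of tricellular junctions (ENSMUSG00000001247, chromosome 7 from 30957770 to 30973464), rose from 0.676 ± 0.287 (n = 3) to 76.5 ± 8.77 FPKM, log2 fold change 5.54 (standard error 0.11, adjusted p = 6.5e-10), and Krt19 rose by 4.38 (adjusted p = 2.7e-08). Of 28 epithelial genes, 24 rose, 1 fell, Jup, and 3 did not pass (adjusted p = 2.1e-06 by camera, and adjusted p = 0.33 with an estimated correlation). Snai2, a repressor of epithelial genes (ENSMUSG00000022676, chromosome 16 from 14705852 to 14709385), fell from 141 ± 32.5 to 3.52 ± 1.79 FPKM, log2 fold change −5.04 (standard error 0.19, adjusted p = 2.5e-08). Zeb2, of the same kind, fell by 3.16 (adjusted p = 1.2e-05) and Cdh2, N-cadherin, by 2.63 (adjusted p = 4.2e-06). Twist2 was at 6.69, 11.7 and 7.81 FPKM in the MEF libraries and listed at 0 in all ciXEN libraries, and Snai1 rose by 0.90 (adjusted p = 2.6e-04). Of 8 regulators and markers of epithelial-mesenchymal transition, 7 fell and 1 rose (adjusted p = 0.0011, and adjusted p = 0.12 with an estimated correlation).

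Axin2, a target and brake of Wnt signalling (ENSMUSG00000000142, chromosome 11 from 108920349 to 108950783), rose from 0.503 ± 0.181 to 28.3 ± 4.61 FPKM, log2 fold change 4.27 (standard error 0.15, adjusted p = 1.4e-08), and Tcf7 by 2.89 (adjusted p = 3.0e-07). Of 13 Wnt target genes, 8 rose and 5 fell, Lgr5 and Ccnd1 among the falls, and the list did not pass (adjusted p = 0.47). The ciXEN medium held bFGF and a chemical that the paper says mimics Wnt activation, and its effect cannot be told apart here. Fgfr1, a receptor of fibroblast growth factors (ENSMUSG00000031565, chromosome 8 from 25513654 to 25575718), fell from 59.2 ± 4.36 to 5.77 ± 1.96 FPKM, log2 fold change −3.20 (standard error 0.14, adjusted p = 5.5e-08), while Fgfr4 rose by 5.31 (adjusted p = 1.8e-08). Of 11 genes of that signalling, 7 fell, such as Etv5 and Dusp6, 2 rose and 2 did not pass (adjusted p = 0.036, and adjusted p = 0.4 with an estimated correlation). That call ended with no filter on expression (median −1.13) and with libraries rescaled to equal sums (median −1.44). Of 27 primary cilium genes, 9 rose, Cep290 and Bbs1 among them, 8 fell, Kif3a and Bbs7 among them, and 10 did not pass. Their median was 0.17 and mean 0.038, and the test pointed down without passing (adjusted p = 0.77). Counts adjusted over the list alone were the same except the fibroblast growth factor list, with 2 rises and 8 falls. The paper takes its results to mean that cell structures and functions were remodelled as ciXEN cells arose.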

**Fig. 3:**
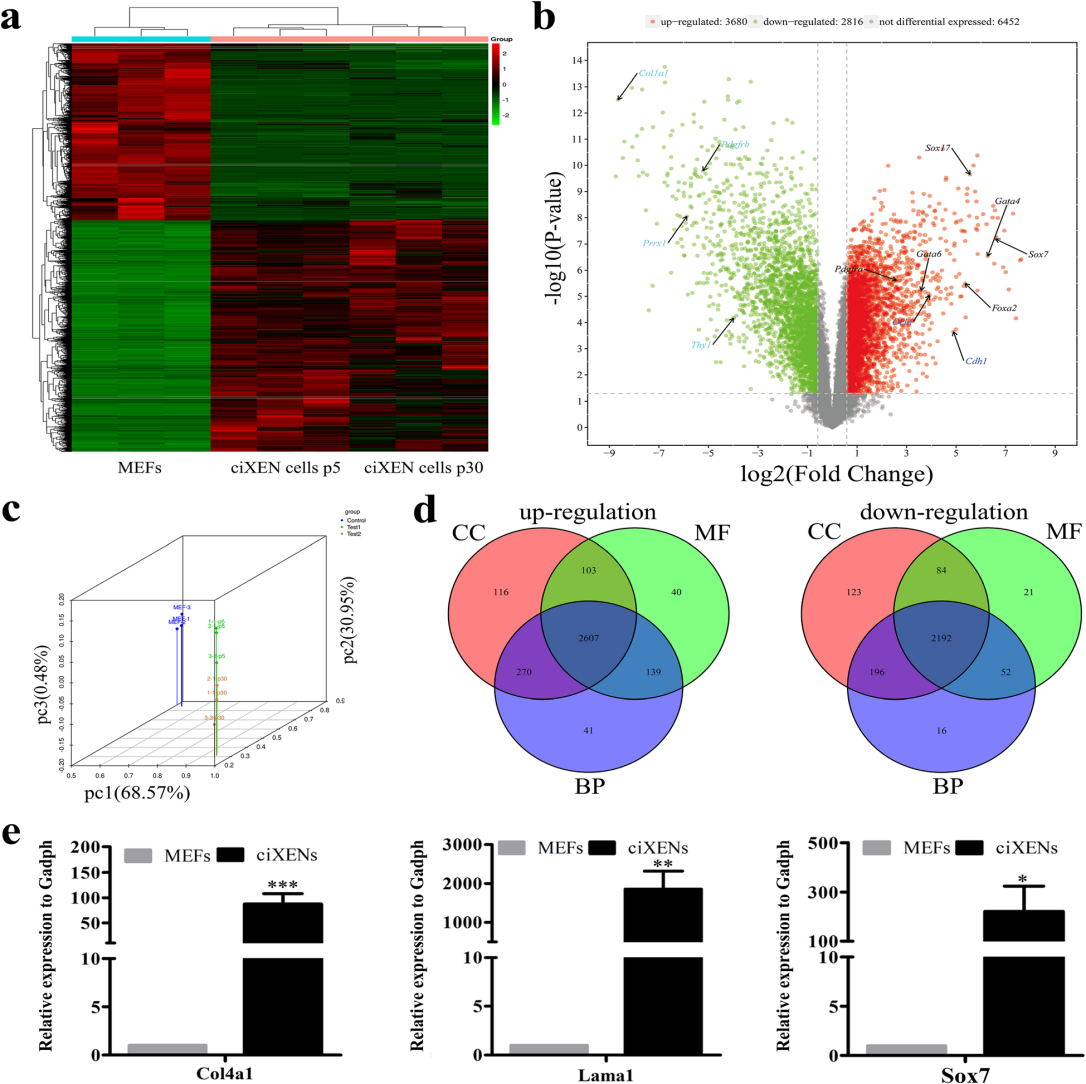
Analysis of the transcriptome of ciXEN cells. **a** Cluster analysis of DEGs in MEFs and ciXEN cells at p5 and p30. **b** Volcano plot of DEGs in MEFs and ciXEN cells at p5 and p30. The red dots represent upregulated genes, the green dots represent downregulated genes, and the grey dots represent genes without comparable expression levels. The arrows represent the XEN-related genes (*Sox17*, *Foxa2*, *Gata4*, *Gata6*, *Pdgfra*, and *Sox7*), epithelial markers (*Ocln* and *Cdh1*), and fibroblast-related genes (*Prrx1*, *Col1a1*, *Pdgfrb*, and *Thy1*). **c** PCA for the intuitive distribution of ciXEN cells and MEFs. Control, MEFs; Test 1, ciXEN cells at p5; Test 2, ciXEN cells at p30. **d** Venn diagram of GO enrichment analysis, including MF, CC, and BP. **e** Expression of other XEN markers, as determined by qPCR. *p < 0.05, **p < 0.01, ***p < 0.001. Mean ± SEM, *t* test, *n* = 3

### BMP4 induces ciXEN cells to differentiate into VE

To induce the generation of VE, we used the optimised induction medium in accordance with the previously published report (Fig. 4a) [26]. One week later, we observed that ciXEN cells formed an epithelioid cell layer (Fig. 4b (a’)), which positively expressed E-cadherin (Fig. 4b (b’)), and they expressed *Cdh1* at a higher level than the ciXEN cells (Fig. 4c). Meanwhile, qPCR analysis showed that the expression of VE-related genes was higher than that of ciXEN cells (Fig. 4d). These results indicate that our ciXEN cells had the potency to differentiate into VE.

**Fig. 4:**
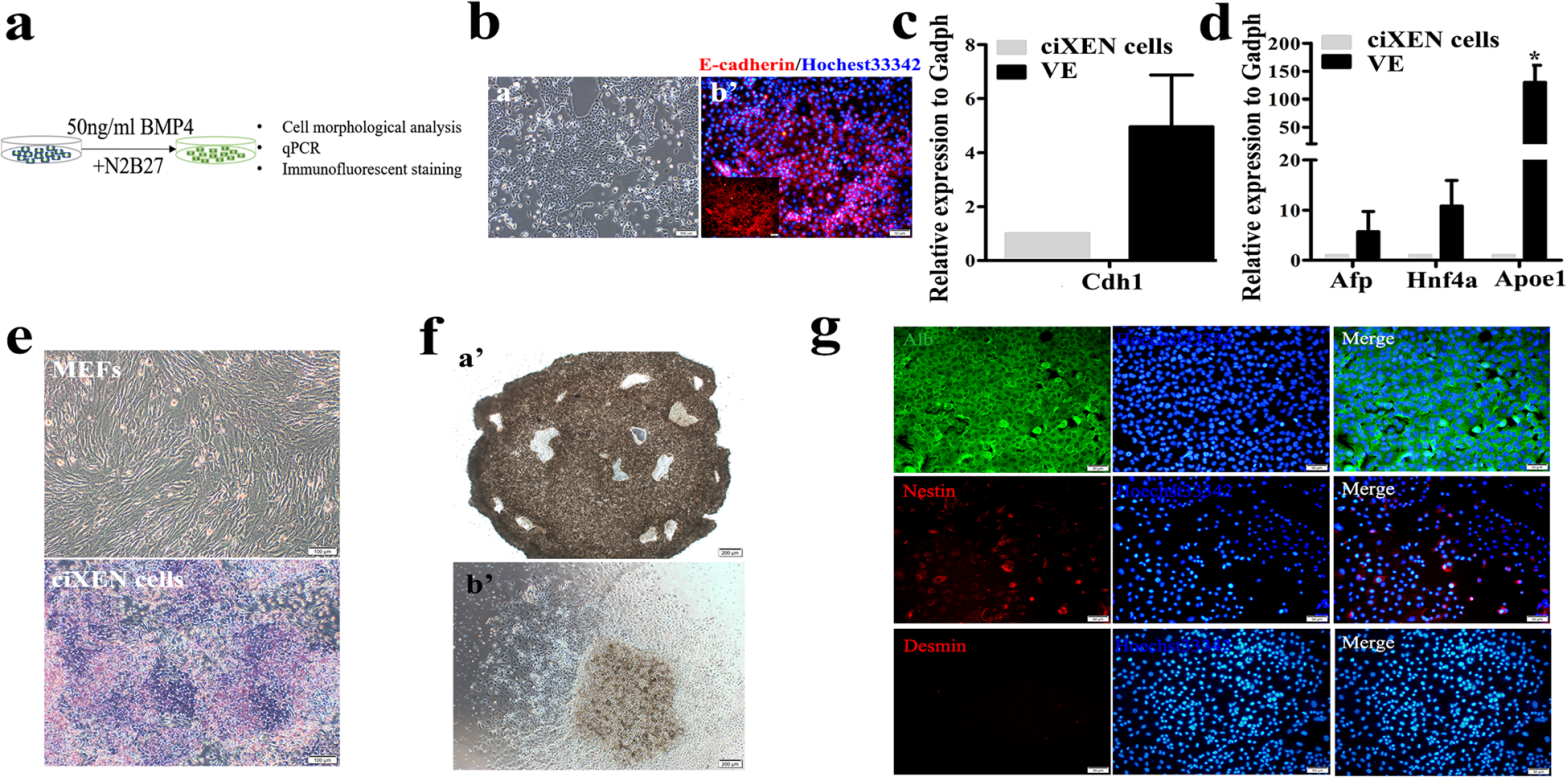
Differentiation of ciXEN cells into VE and their spontaneous differentiation. **a** The induction process of VE. **b** Cell morphologies after induction for 7 days (a’) and the immunofluorescence of E-cadherin (b’) in VE (bar, 100 μm (a’) and 50 μm (b’)). qPCR results for the expression of *Cdh1* (**c**) and VE-related genes (*Afp*, *Hnf4a*, and *Apoe1*) (**d**) in VE. **e** ALP staining of MEFs and ciXEN cells (bar, 100 μm). **f** Microscopic view of the cell mass formed after hanging-drop culture for 8 days (a’), as well as the cells that emerged from the cell mass (b’) (bar, 200 μm). **g** Immunofluorescence of Alb (endoderm), nestin (ectoderm), and desmin (mesoderm) (bar, 50 μm). * *p* < 0.05. Mean ± SEM, *t* test, *n* = 3

### Spontaneous differentiation of ciXEN cells in vitro

It has been reported that XEN progenitor cells in vitro were positive for ALP [27]. However, ALP was partially positive in our ciXEN cells (Fig. 4e), which did not express *Oct4*. This result indicates that ciXEN cells had the capacity of spontaneous differentiation that resembled pluripotent stem cells (PSCs).

Previous study has shown that XEN cells form spheres in the conditions of suspension culture [28]. However, our ciXEN cells only formed a few loose spheres. To analyse their potential to spontaneously differentiate, we cultured them using the hanging-drop method. After 8 days, the ciXEN cells formed a compact cell mass (Fig. 4f (a’)), and many cells could be observed emerging out of it (Fig. 4f (b’)). Immunofluorescence revealed that they positively expressed *Alb* (endoderm) and *Nestin* (ectoderm)—while *Desmin* (mesoderm) was not detected (Fig. 4g)—suggesting that ciXEN cells did not spontaneously differentiate into mesodermal derivatives.

### Analysing the metabolism of ciXEN cells

In addition to transcriptome and cell functions, somatic reprogramming is accompanied by metabolic reconstruction. Nevertheless, our sequencing analysis results indicate that the top ten significantly enriched terms associated with upregulated BP of ciXEN cells were more closely related to metabolism, as compared to those of MEFs (*p* < 0.001, FDR < 0.001) (Fig. 5a). Additionally, differentially expressed metabolism-related genes were partly associated with aerobic oxidation, which was one of the top ten upregulated function parameters in KEGG analysis (Fig. 5b). But OCR analysis showed a slight decrease in maximum oxidative consumption, and total ATP level of ciXEN cells decreased (Additional file 1: Figure S3a and S3b). 

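Gstk1, a glutathione transferase (ENSMUSG00000029864, chromosome 6 from 42245935 to 42250447), rose from 2.60 ± 0.374 FPKM in MEFs to 22.7 ± 0.326 in ciXEN cells at passage 5 (mean ± SD, n = 3 each), log2 fold change 2.72 (standard error 0.12, adjusted p = 9.9e-08). Anpep, an aminopeptidase that acts in the breakdown of glutathione (ENSMUSG00000039062, chromosome 7 from 79821803 to 79861059), rose from 14.3 ± 2.70 to 111 ± 31.7 FPKM, log2 fold change 2.85 (standard error 0.22, adjusted p = 3.3e-06). Of the 38 glutathione genes tested at passage 5, 17 rose, 6 fell, such as Gpx7 and Gpx8, and 15 did not pass, and the list did not pass (adjusted p = 0.33 by camera). Shmt1, which moves carbon from serine to folate (ENSMUSG00000020534, chromosome 11 from 60788104 to 60811718), rose from 4.59 ± 0.269 to 24.1 ± 3.52 FPKM, log2 fold change 2.16 (standard error 0.15, adjusted p = 1.8e-06). Aldh1l2, a mitochondrial folate enzyme (ENSMUSG00000020256, chromosome 10 from 83487450 to 83534140), fell from 69.6 ± 4.14 to 1.09 ± 0.453 FPKM, log2 fold change −5.10 (standard error 0.31, adjusted p = 6.7e-07). Mthfd2, its neighbour in the pathway, fell by 2.34 (adjusted p = 1.4e-04). Of 16 one-carbon folate genes, 7 rose, 5 fell and 4 did not pass. The median was 0.22, the mean −0.27, and the test pointed down without passing (adjusted p = 0.83).

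Cyp51, an enzyme of sterol synthesis (ENSMUSG00000001467, chromosome 5 from 4081145 to 4104746), fell from 73.0 ± 13.4 to 22.0 ± 3.09 FPKM, log2 fold change −1.68 (standard error 0.23, adjusted p = 1.6e-04). Of 20 cholesterol synthesis genes, 9 fell, with Fdps and Hmgcs1, 1 rose, Ebp, and 10 did not pass (adjusted p = 0.034, and adjusted p = 0.63 with an estimated correlation). The call ended without MEF library 3 (median −0.37) or the passage 5 library of line 3-3 (median −0.45), and at passage 30 the list did not pass against MEFs (adjusted p = 0.23). Dtymk, thymidylate kinase, rose by 0.84 (adjusted p = 3.7e-04). Of 21 purine and pyrimidine synthesis genes, 12 rose, 2 fell and 7 did not pass, and the list did not pass (adjusted p = 0.35). Among 3 serine synthesis genes none rose and 2 fell, Phgdh and Psph, and that list did not pass either (adjusted p = 0.39). Both falls ended with the replicate number as a block, which pairs MEF libraries with lines by number alone. They also ended without the variance trend, and without MEF libraries 1 (−0.24 and −0.68) or 3 (−0.30 and −0.77) or the passage 5 libraries of lines 1-1 (−0.27 and −0.75) or 3-3 (−0.24 and −0.56), and that of Psph also without MEF library 2 (−0.57), passage 5 of line 2-1 (−0.71) or passage 30 of line 2-1 (−0.67). Adjusted over the list alone, the counts were the same except cholesterol synthesis, with 1 rise and 7 falls, and purine and pyrimidine synthesis, with 12 rises and 4 falls.

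Over all genes at passage 5, 5067 rose against MEFs, Shmt1 and Gstk1 among them, 3206 fell, such as Aldh1l2, and 4170 did not pass. At least 2-fold rises numbered 2230 and falls of that size 2014. The median change over all tested genes was 0.22, and 0.12 once library medians were set equal, so each list is also read against that shift: 0.14 above it for the glutathione list and −0.74 from it for cholesterol synthesis. The 3 libraries at passage 5 lay apart from the 3 MEF libraries for 9199 genes, 73.9% where chance gives 10%, and the smallest exact permutation p for 3 against 3 libraries is 0.1 (two-sided).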

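Ndufs7, an iron-sulfur subunit of complex I (ENSMUSG00000020153, chromosome 10 from 80249121 to 80256794), rose from 28.4 ± 1.94 FPKM in MEFs to 58.8 ± 4.42 in ciXEN cells at passage 5 (mean ± SD, n = 3 each), log2 fold change 1.02 (standard error 0.088, adjusted p = 7.1e-06). Uqcrfs1, the Rieske subunit of complex III (ENSMUSG00000038462, chromosome 13 from 30540308 to 30545362), rose from 33.1 ± 1.06 to 83.6 ± 2.94 FPKM, log2 fold change 1.31 (standard error 0.075, adjusted p = 4.7e-07). Cox6b1, of complex IV (ENSMUSG00000036751, chromosome 7 from 30616861 to 30626151), rose from 55.3 ± 4.28 to 107 ± 7.00 FPKM, log2 fold change 0.94 (standard error 0.081, adjusted p = 7.6e-06), and Atp5k, of ATP synthase (ENSMUSG00000050856, chromosome 5 from 108433244 to 108434448), from 90.8 ± 12.7 to 168 ± 6.00 FPKM, log2 fold change 0.89 (standard error 0.10, adjusted p = 4.3e-05).

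Of the 37 nuclear genes of complex I tested, 27 rose, such as Ndufb3 and Ndufa1, none fell and 10 did not pass (adjusted p = 0.0012 by camera, and adjusted p = 0.49 with an estimated correlation). Of 13 in complexes II and III, 10 rose, with Sdhd and Uqcr11, none fell and 3 did not pass (adjusted p = 0.004, and adjusted p = 0.29 with an estimated correlation). Of 14 in complex IV, 11 rose, Cox7c and Cox6b2 among them, 2 fell, Cox6a2 and Cox4i2, both listed at 0 in all ciXEN libraries, and 1 did not pass (adjusted p = 0.036, and adjusted p = 0.43 with an estimated correlation). This call ended without MEF library 2 (median 0.72), and in a fit without the intensity trend. Of 14 in ATP synthase, 13 rose, such as Atp5a1 and Atp5o, none fell and 1 did not pass (adjusted p = 0.0023, and adjusted p = 0.38 with an estimated correlation). The mitochondrial genome's own 13 protein genes gave 10 rises, mt-Nd2 by 1.01 (adjusted p = 5.7e-05) and mt-Atp6 by 0.82 (adjusted p = 9.9e-06) among them, no fall and 3 that did not pass (adjusted p = 0.011, and adjusted p = 0.38 with an estimated correlation). Against the median of all tested genes these lists lay higher by 0.25, 0.58, 0.53, 0.37 and 0.40 in the same order.

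Tfb1m, which methylates mitochondrial ribosomal RNA (ENSMUSG00000036983, chromosome 17 from 3519256 to 3557781), rose from 4.93 ± 0.748 to 15.9 ± 1.57 FPKM, log2 fold change 1.51 (standard error 0.15, adjusted p = 2.2e-05). Ppargc1b, a coactivator of mitochondrial genes, rose by 2.28 (adjusted p = 7.6e-05). Of 13 genes of mitochondrial biogenesis, 8 rose, with Tfam, 1 fell, Gabpa, and 4 did not pass, and the list did not pass (adjusted p = 0.14). Genes on the mitochondrial genome took 4.0%, 3.91% and 4.32% of all FPKM in MEFs and 5.94%, 5.96% and 5.88% at passage 5. Counts adjusted over the list alone were the same except complexes II and III and the mitochondrial genome, each with 11 rises and 0 falls.

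**Figure D4:**
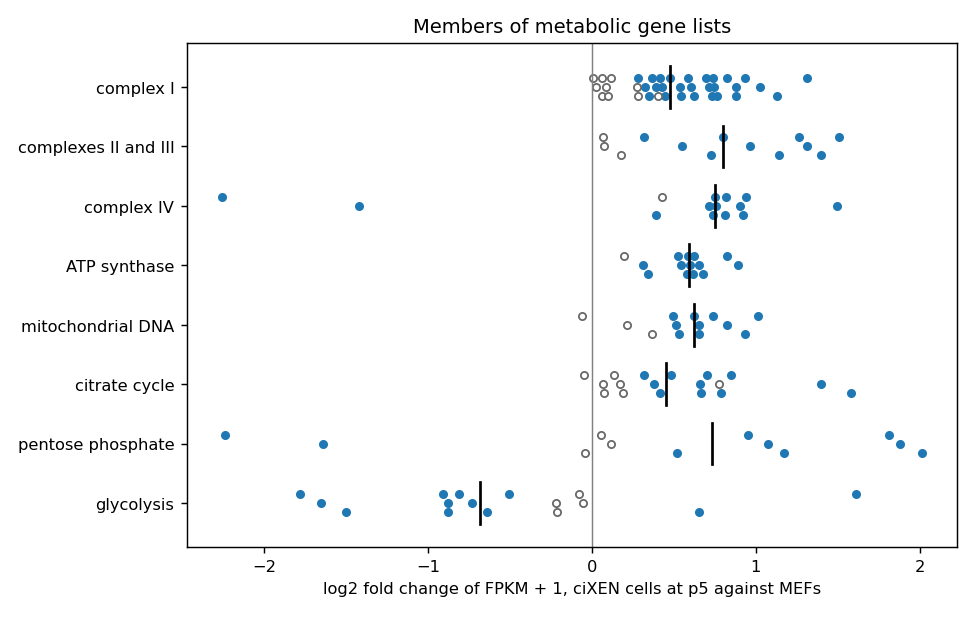
Genes of 8 metabolic lists in ciXEN cells at passage 5 against MEFs. The x axis gives the log2 fold change and the y axis the list. Each dot is 1 gene, filled blue where adjusted p is under 0.05 and open where it is not, and the bar is the list median.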

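Idh3b, a subunit of the citrate cycle's isocitrate dehydrogenase (ENSMUSG00000027406, chromosome 2 from 130279309 to 130284547), rose from 49.5 ± 1.05 FPKM in MEFs to 150.1 ± 5.89 in ciXEN cells at passage 5 (mean ± SD, n = 3 each), log2 fold change 1.58 (standard error 0.08, adjusted p = 2.2e-07). Fh1, fumarase, rose by 0.85 (adjusted p = 2.6e-05), and Ogdh, of the oxoglutarate dehydrogenase complex, by 0.79 (adjusted p = 4.7e-04). Of the 18 citrate cycle genes tested, 11 rose, with Suclg1, none fell and 7 did not pass (adjusted p = 0.019 by camera, and adjusted p = 0.3 with an estimated correlation). Pdhb, of the pyruvate dehydrogenase complex, rose by 0.90 (adjusted p = 1.2e-04) and Pdha1 by 0.61 (adjusted p = 0.0057). Of 7 genes of that complex and of pyruvate import, 4 rose, 1 fell and 2 did not pass, and the list did not pass (adjusted p = 0.62).

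Pgd, phosphogluconate dehydrogenase (ENSMUSG00000028961, chromosome 4 from 149149991 to 149166771), rose from 27.7 ± 2.24 to 101 ± 19.6 FPKM, log2 fold change 1.81 (standard error 0.15, adjusted p = 5.6e-06). H6pd, a hexose phosphate dehydrogenase of the endoplasmic reticulum (ENSMUSG00000028980, chromosome 4 from 149979475 to 150009023), fell from 15.5 ± 2.21 to 2.49 ± 0.378 FPKM, log2 fold change −2.24 (standard error 0.17, adjusted p = 2.8e-06). Of 12 pentose phosphate genes, 7 rose, such as Rpia, Rbks and Prps2, 2 fell, H6pd and Prps1, and 3 did not pass, and the list did not pass (adjusted p = 0.33).

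Eno1, enolase (ENSMUSG00000063524, chromosome 4 from 150236721 to 150248879), fell from 263 ± 17.1 to 76.8 ± 14.1 FPKM, log2 fold change −1.78 (standard error 0.15, adjusted p = 6.7e-06), and Pgk1, phosphoglycerate kinase, by 1.66 (adjusted p = 2.5e-04). Hk2, hexokinase 2 (ENSMUSG00000000628, chromosome 6 from 82725025 to 82774454), rose from 8.38 ± 1.43 to 27.6 ± 1.74 FPKM, log2 fold change 1.61 (standard error 0.16, adjusted p = 1.6e-05). Of 16 glycolysis genes, 10 fell, Ldha, Pfkp and Pgam1 among them, 2 rose and 4 did not pass (adjusted p = 0.013, and adjusted p = 0.38 with an estimated correlation). At passage 30, with 7 lower than in MEFs and 1 higher, the list did not pass (adjusted p = 0.15). Slc2a1, glucose transporter 1, rose by 1.43 (adjusted p = 2.2e-04), and Slc16a3, a lactate exporter, fell by 3.21 (adjusted p = 8.8e-05). Of 9 genes of glucose and lactate transport and pyruvate control, 5 rose, such as Ldhb and Slc2a3, 3 fell, Pdk4 among them, and 1 did not pass, and the list did not pass (adjusted p = 0.87). Counts adjusted over the list alone were the same except the pyruvate list, with 4 rises and 2 falls.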

Other metabolic processes also were involved in upregulated pathway analysis results, including the citrate cycle and pentose phosphate pathways (Additional file 2: Table S3) (*p* < 0.05, FDR < 0.5). Compared to that in MEFs, the results of ECAR show that the glycolysis ability of ciXEN cells was not enhanced, and the production of lactate was noticeably reduced in ciXEN cells (Fig. 5c, d). These results indicated that ciXEN cells were independent of glycolysis for energy supply.

**Fig. 5:**
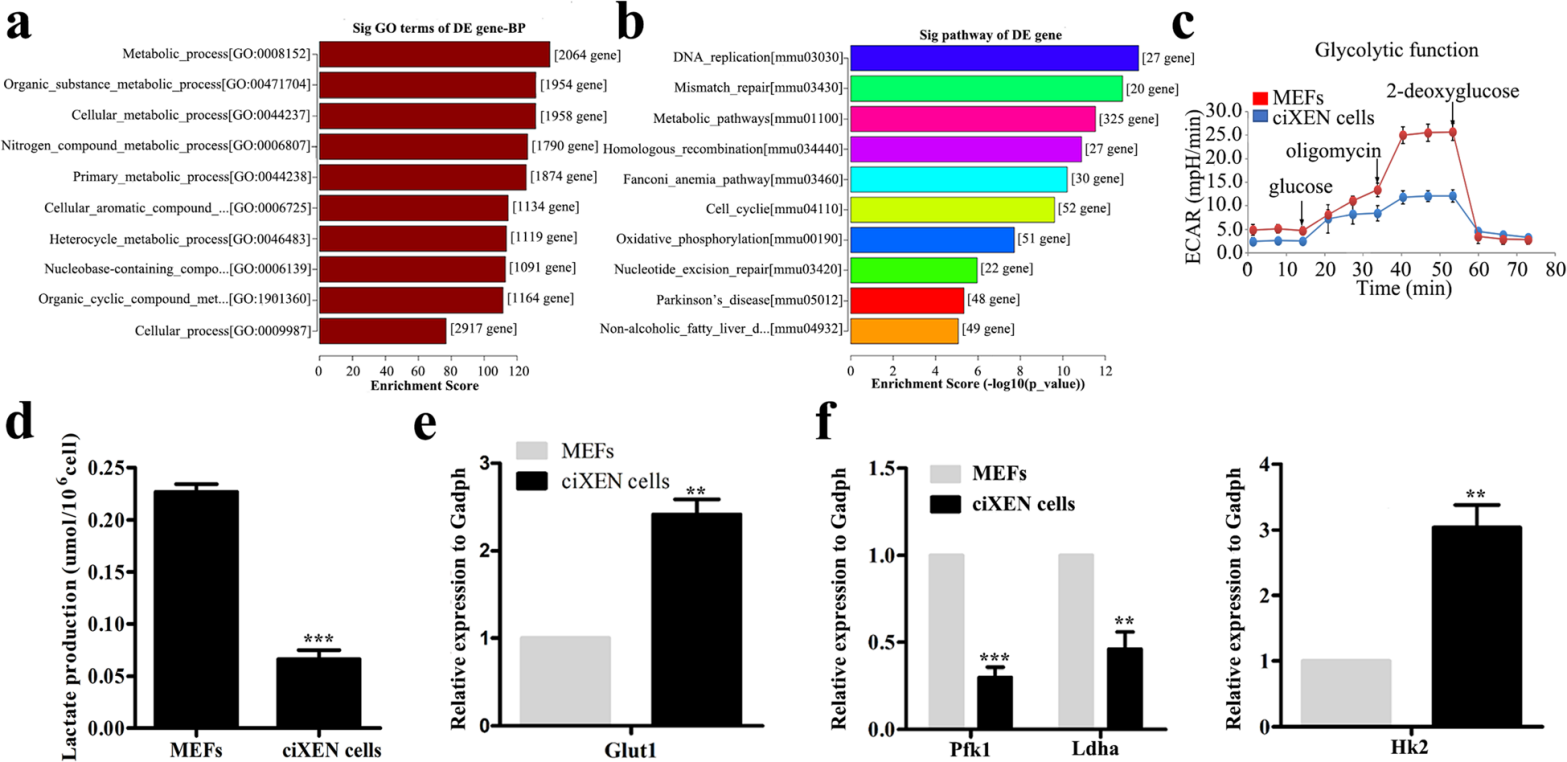
The metabolic profiles of ciXEN cells at passage 5. **a** GO analysis of the top 10 BPs based on enrichment score. **b** Pathway analysis of ciXEN cells as compared to MEFs. **c** ECAR of MEFs and ciXEN cells. **d** Lactate production of MEFs and ciXEN cells. Expression of *Glut1* (**e**) and *Pfk1*, *Ldha*, and *Hk2* (**f**) as measured by qPCR. **p < 0.01, ***p < 0.001. Mean ± SEM, *t* test, *n* = 3

To further verify this observation, we analysed the mRNA expression of genes related to metabolism. qPCR results demonstrated that the expression of *Glut1*, a glucose transporter, was markedly upregulated in ciXEN cells, consistent with that during induction (Fig. 5e and Additional file 1: Figure S3c). The expression of *Pfk1* and *Ldha* involved in glycolysis was gradually downregulated in ciXEN cells and during chemical induction. However, the expression of *Hk2*, another gene regulating glycolysis, increased slightly (Fig. 5f and Additional file 1: Figure S3d). More importantly, the number of cell clones was not significantly affected by PS48 (Additional file 1: Figure S3e). These results further suggest that metabolic reprogramming occurred but not convert to glycolysis during the chemical-induced production of ciXEN cells.

### Differentiation of hepatocytes from ciXEN cells induced by stage cytokines

Previous study has shown that XEN cells have high plasticity, by virtue of which they transform into definitive endodermal derivatives [12]. And our results have shown that ciXEN cells could spontaneously differentiate into endodermal cells. Therefore, we induced the differentiation of ciXEN into iHeps in accordance with our previous study [29]. After 19 days of induction with a series of staged cytokines, the cell morphologies changed to a polygonal cobblestone phenotype. In addition, some of these cells developed two or three cell nuclei (Fig. 6a). And hepatic genes, including *Afp*, *Alb*, and *Hnf4a*, were positively expressed in iHeps (Fig. 6b). PCR/qPCR analysis showed that the expression of hepatic genes increased gradually from day 0 to day 19, consistent with our qPCR analysis (Additional file 1: Figure S4). And the results of PCR/qPCR revealed highly hepatic gene expression, including *Afp*, *Alb*, *Cyp3a11*, *Cyp2a5*, *Hnf6a*, *Hnf4a*, and *Ttr* in iHeps; ciXEN cells expressed *Hnf6a*, *Hnf4a*, and *Ttr*, but their levels were lower than those in iHeps (Fig. 6c, d). Additionally, the mRNA levels of XEN-related genes and *Sox2* in iHeps were downregulated (Fig. 6e). And iHeps were capable of glycogen synthesis and storage, but ciXEN cells and MEFs did not have this ability. Additionally, ciXEN cell-derived iHeps could uptake and release ICG (Fig. 6f).

**Fig. 6:**
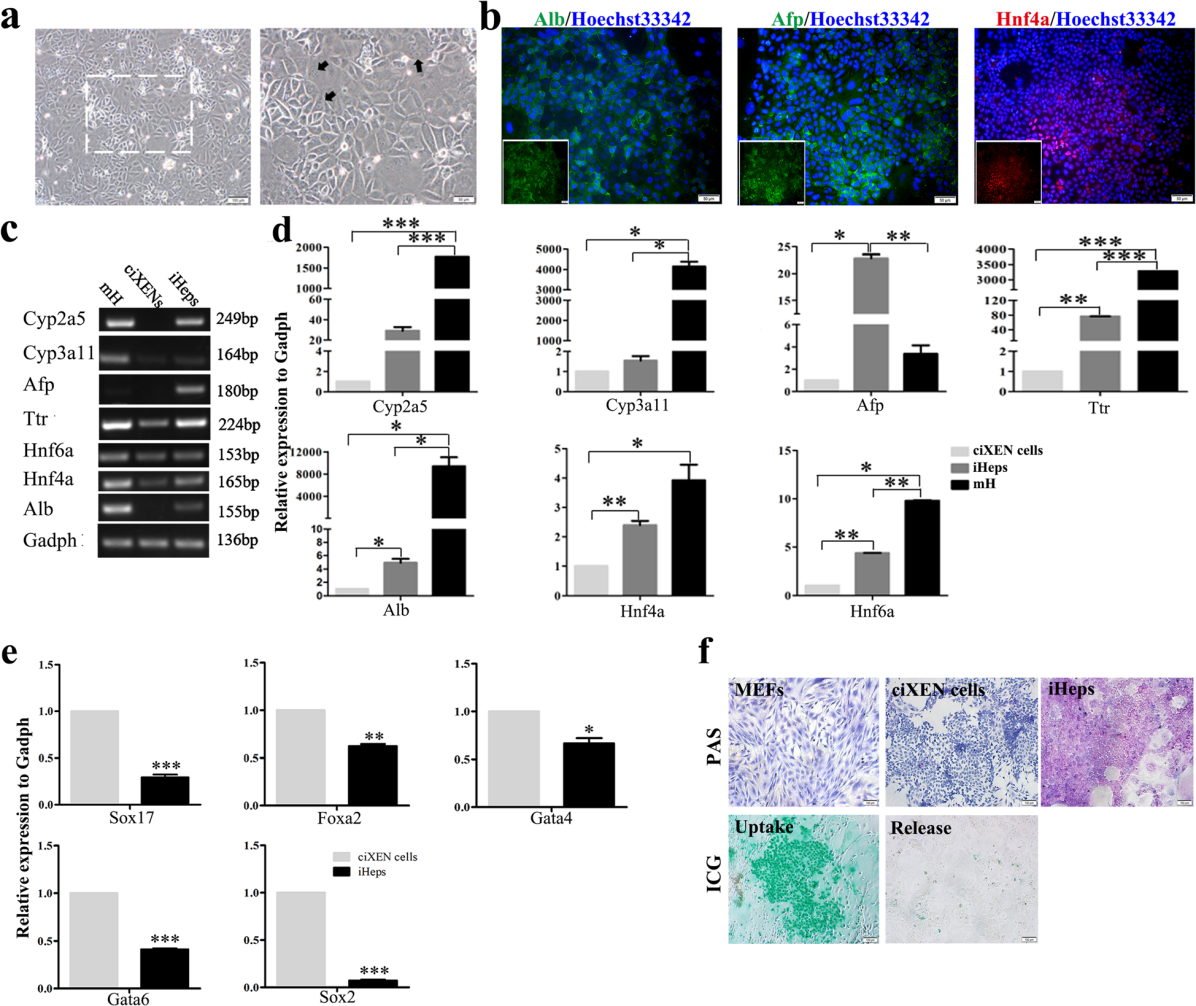
Generation of iHeps from ciXEN cells induced by staged cytokines. **a** Cell morphology of iHeps. The black arrow points to binuclear or multinuclear cells (bar, 100 μm (left) and 50 μm (right)). **b** Immunofluorescence of hepatic genes Alb, Afp, and Hnf4a in iHeps (bar, 50 μm). **c**, **d** Expression of hepatic genes detected by RT-PCR/qPCR. **e** mRNA levels of XEN genes (*Sox17*, *Gata4*, *Gata6*, and *Foxa2*) and *Sox2* in iHeps as determined by qPCR. mH, mouse hepatic tissue. **f** Functions of iHeps (glycogen storage and ICG uptake and release) detected by PAS staining and ICG assay, respectively (bar, 100 μm). *p < 0.05, **p < 0.01, ***p < 0.001. Mean ± SEM, *t* test, *n* = 3

### Detecting the characteristics of iXEN cell after removing the chemicals and bFGF

Because the characteristics of ciXEN cells after removing chemicals and bFGF have not been reported, ciXEN cells were cultured in DMEM containing 1% FBS or 10% FBS (Additional file 1: Figure S5a). We discovered that cells cultured in 1% FBS medium became epithelioid, and many fibroblast-like cells were also observed (Additional file 1: Figure S5b). Additionally, their proliferative capacity was reduced due to serum restriction, which is not conducive to subsequent experiments. However, cells cultured in 10% FBS medium retained an epithelioid phenotype different from that of ciXEN cells at high density, and only a few fibroblast-like cells were present (Additional file 1: Figure S5b). After passaging, the fibroblast-like cells were not visible.

Cells cultured in medium containing 10% FBS had the appearance of epithelioid after passaging (Fig. 7a), and we identified them as iXEN cells. Immunostaining indicated that they positively expressed *Gata4*, *E-cadherin*, *Sox17*, and *Foxa2*. Interestingly, they negatively expressed *Sox2* and *Vimentin* (Fig. 7b, c). These results were consistent with western blot analysis (Fig. 7d). Additionally, qPCR analysis showed that with the exception of an increase in the expression level of *Foxa2*, there was a decrease in the mRNA levels of XEN markers in iXEN cells compared to those in ciXEN cells; however, their expression levels (including *Foxa2*) were higher than those observed in MEFs (Fig. 7e). The expression of *Sox2* and the fibroblast-related genes in iXEN cells was remarkably downregulated compared to that in ciXEN cells and MEFs (Fig. 7f, g). The mRNA levels of *Cdh1* and *Ocln* were higher than those observed in the ciXEN cells and MEFs, while the levels of *Zeb1* and *Snai1* were significantly reduced (Fig. 7h). Furthermore, our EdU assay showed that the proliferative capacity of iXEN cells was significantly higher than that of MEFs, but lower than that of ciXEN cells (Additional file 1: Figure S5d).

**Fig. 7:**
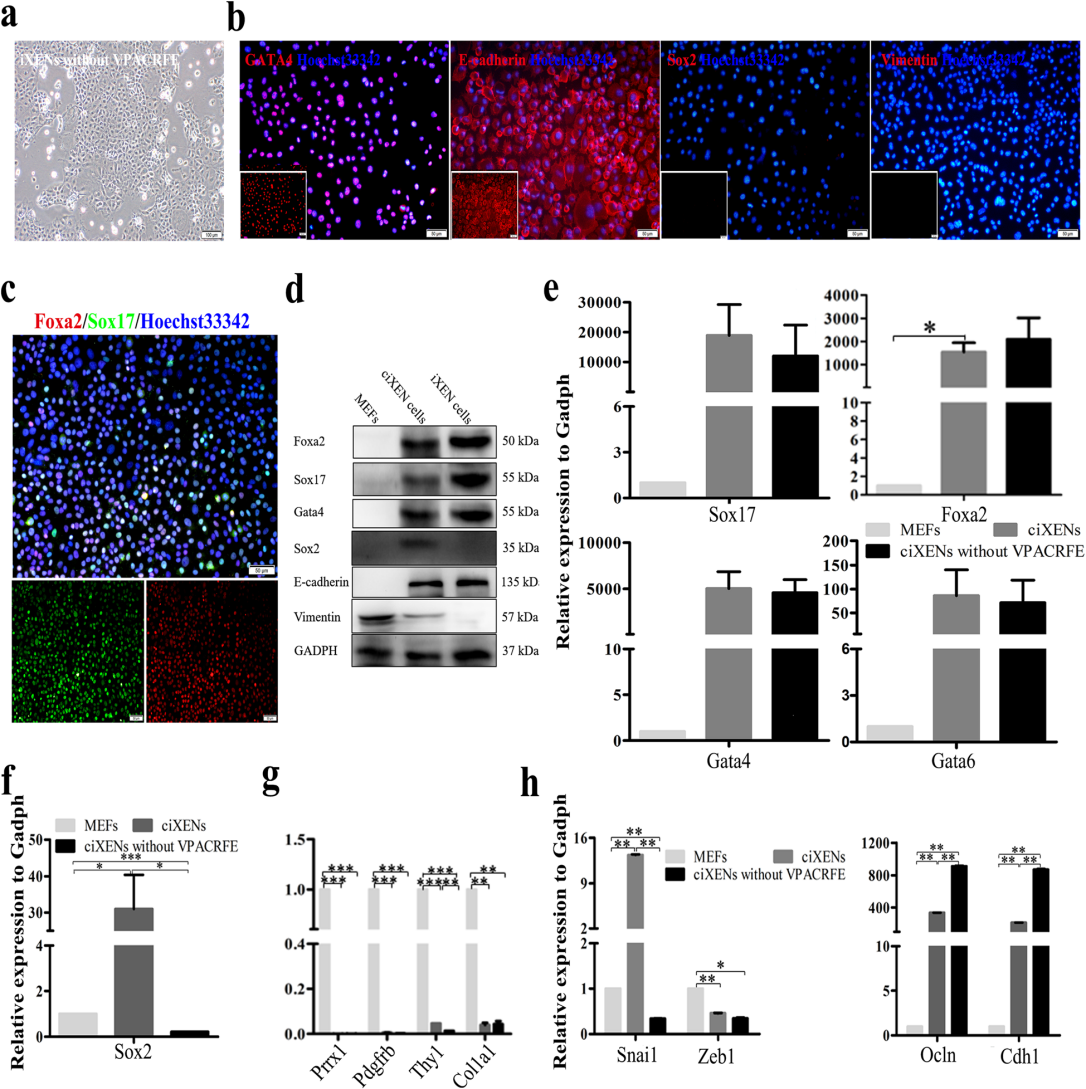
The characteristics of iXEN cells derived from ciXEN cells by withdrawing chemicals. The cell morphologies of iXEN cells (bar, 100 μm) (**a**). **b**, **c** Immunostaining of Gata4, Sox2, Foxa2, Sox17, vimentin, and E-cadherin in iXEN cells (bar, 50 μm). **d** Western blot analysis for the expression of Foxa2, Sox17, Gata4, Sox2, E-cadherin, and vimentin in MEFs, ciXEN cells, and iXEN cells. qPCR results for the expression of XEN genes (*Sox17*, *Gata4*, *Gata6*, and *Foxa2*) (**e**) and *Sox2* (**f**), fibroblast markers (*Prrx1*, *Col1a1*, *Pdgfrb*, and *Thy1*) (**g**), and epithelial genes and mesenchymal-related genes (**h**). *p < 0.05, **p < 0.01, ***p < 0.001. Mean ± SEM, two-way ANOVA, *n* = 3

### Generation of functional hepatocytes from iXEN cells cultured without chemicals

Additionally, we demonstrated that the cells cultured without chemicals still expressed hepatic genes (*Ttr*, *Alb*, *Hnf4a*, *Afp*, and *Cyp3a11*). However, in addition to these hepatic genes, the cells cultured in 10% FBS medium expressed *Hnf6a* (Additional file 1: Figure S5c). These results demonstrate that iXEN cells also had the capacity to differentiate into hepatocytes.

Hence, we induced iXEN cells to differentiate into hepatocytes and observed that their morphologies changed to cobblestone appearances (Additional file 1: Figure S5e). The expression levels of hepatic genes increased, while the levels of XEN genes decreased (Additional file 1: Figure S5f). And iHeps derived from iXEN cells co-expressed *Afp* and *Hnf4A*, *Asgpr1* and *E-cadherin*, and *Alb* and *Foxa3* (Additional file 1: Figure S5g). In agreement with the systemic expression of hepatic genes, iXEN cell-derived iHeps had the ability to store glycogen, as detected by PAS staining (Additional file 1: Figure S5h).

## Discussion

Researches have shown that pluripotent TFs (e.g. Sox2, Oct4, Klf4, and c-Myc) could promote the expression of PrE genes [30–33] and induce the generation of XEN-like cells from somatic cells [4, 5]. However, these protocols involve the insertion or reactivation of exogenous genes, which is associated with tumorigenic risk. Chemicals precisely manipulate cell fate conversion based on their functional reversibility and spatial and temporal controllability. Moreover, they not only improve reprogramming efficiency but also completely substitute for TFs to achieve purely chemical reprogramming, thus avoiding the risk of tumorigenesis. Chemicals commonly used in somatic reprogramming include the epigenetic modulator valproic acid (VPA, an HDAC inhibitor), signalling pathway regulators (CHIR99021, an inhibitor of GSK3-β, and RepSOX, a TGFβR-1/ALK5 inhibitor), and enzyme activity regulators (Parnate, a non-selective monoamine oxidase inhibitor; forskolin, a potent adenylate cyclase activator; EPZ004777, a selective DOT1L inhibitor; and AM580, a selective RARα agonist). At present, in addition to ciPSCs [6–9], neural stem cells [34], induced multipotent mesenchymal stem cell-like cells [35], and endoderm-like cells [36] have been successfully obtained using chemicals alone. Additionally, cells originating from different germ layers subjected to chemical reprogramming undergo the same ciXEN intermediate state [7, 10, 37]. Li et al. have shown that the chemical cocktail VPA, CHIR99021, 616452 (RepSOX), and tranylcypromine (Parnate) as a replacement for SKM (Sox2, Klf4, and Myc) enabled the reprogramming of somatic cells into iPSCs with Oct4 alone [38], which could be replaced by the synergistic effect of forskolin and DZNep in Hou’s experiments [6]. Despite its potential to substitute for Oct4, DZNep has no effect on the early stages of chemical reprogramming [6] and is therefore not applicable to our studies. As a mesenchymal lineage, the reprogramming of MEFs first requires the elimination of mesenchymal inherent signals through MET and then the reconstruction of the gene expression networks of XEN cells. During this process, VPA enhances histone acetylation, reduces epigenetic barriers to reprogramming, and improves reprogramming efficiency [39]. RepSOX, acting on TGFβR-1/ALK5, promotes the initiation of MET by inhibiting TGFβ pathways [40], and CHIR999021 mimics activation of the Wnt pathway and enhances MET in conjunction with inhibition of the TGFβ pathway, thereby accelerating the progress of hepatic reprogramming. However, activation of the Wnt pathway alone has no effect on MET [41]. As a chemical substitution of Oct4, forskolin activates cAMP-dependent pathway to facilitate gene expression via a CREB (cyclic AMP-response element-binding protein)-dependent mechanism and overcomes the transdermal barrier in reprogramming by promoting MET [42, 43]. Moreover, EPZ004777 and AM580 have been confirmed to improve reprogramming efficiency [10, 44, 45]. In addition to chemicals, FGF signalling plays an essential role during the formation of PrE by positively regulating *Gata6* while inhibiting *Nanog* [46]. Wang et al. have shown that FGFR2 expression is upregulated during the conversion of human induced endoderm progenitor cell conversion [47], and the effects of FGF9, the FGFR2 ligand, on the organic development crosstalk with canonical Wnt/β-catenin signalling [48], the activation of which facilitates reprogramming. Furthermore, bFGF promotes cell proliferation by activating the MAPK/ERK pathway [49], and hyper-proliferative cells can undergo non-random reprogramming [50]. Our results found that MEFs gradually lost their original characteristics and acquired the properties of XEN cells with the treatment of chemicals and bFGF. But more interestingly, ciXEN cells cultured in vitro without any chemicals and additional cytokines still highly expressed XEN-related genes and maintained an epithelioid phenotype, which was different from that of ciXEN cells at high density. And iXEN cells were more likely to differentiate into hepatocytes than ciXEN cells. Paracrine FGF signalling could rescue a deficiency of endogenous FGF4, which plays an important role in the generation of XEN cells from mouse ESCs, but not for the maintenance of XEN cell [51]. Our results demonstrated that the chemicals and bFGF, which are indispensable for inducing the generation of ciXEN cells, were non-essential for the in vitro culture of iXEN cells.

Except for the concentration and duration of chemicals and bFGF, the determinants of efficient reprogramming include the density of initial cells and extracellular matrix (ECM). The optimal clone efficiency was obtained from MEFs with an initial density of 4.21 × 10^3^/cm^2^, while it took 3.16 × 10^3^/cm^2^ as the optimal cell density for clone formation from MNFs. Additionally, the number of clones derived from the cells grown on the Matrigel pre-coated plates was significantly higher than that on the plates pre-coated without Matrigel. Matrigel dramatically improved the reprogramming efficiency. *Dppa5* expression significantly increases in the cells cultured with Matrigel, thus increasing the reprogramming efficiency and maintaining the pluripotency through regulation of *Nanog* [52]. And Matrigel contains many components, especially laminin, which is a major component of the basement membrane that separates the epiblast from PrE [53]. ciXEN cells in our study have two morphological appearances: refractile and epithelioid, consistent with XEN cells [54, 55], and highly expressed *Snai1*, which is not only a mesenchymal gene but a marker of PE [23]. Additionally, laminin together with BMP4 promotes MET and the formation of VE [53]. And the synergistic action of BMP4 and Matrigel induced our ciXEN cells to differentiate into VE in vitro.

Additionally, ciXEN cells cultured in vitro with chemicals and bFGF highly expressed *Sox2*, but not detected in XEN cells derived from blastocysts and PSCs. *Sox2*, which is a crucial transcription factor in PSCs and adult stem cells, is indispensable for PrE maturation. *Gata6* expression is known to decrease, while *Sox17* expression is found to be delayed in *Sox2* mutant embryos [31, 46]. In addition to *Sox2*, the expression level of gene *Sox17* in ciXEN cells was higher than that in MEFs. *Sox17* has been confirmed to be a key node in the gene regulatory networks (GRNs) of XEN cells [56], and *Sox17*-mediated XEN conversion from mouse embryonic stem cells (mESCs) is highly efficient [57]. Additionally, Sox17 overexpression in mESCs has been reported to activate both XEN and DE genetic networks [58]. However, *Sox17* is firstly upregulated when chemicals induce the generation of MEF-derived DE-like cells, which negatively express *Sox2* [36]. And after removing chemicals and bFGF, iXEN cells expressed *Sox17*, but not *Sox2*. There was no regulatory relationship between *Sox2* and *Sox17* in iXEN cells. However, how these two genes induce the production of ciXEN cell should be further explored. In addition, the presence of *Sox2* was associated with proliferative capacity [59]. The proliferative capacity of iXEN cells, which negatively expressed *Sox2*, was reduced as compared to that of ciXEN cells.

In previous studies, some overlap in the XEN and endoderm cell GRNs, such as *Sox17*, *Foxa2*, *Hnf6a*, and *Hnf4a*. With the further research on extraembryonic cells, it is found that XEN cells integrate with embryonic endoderm cells rather than replacing them [12]. Porcine PSC-derived XEN cells form embryoid bodies (EBs) with irregular margins in suspension culture, and the EBs only contain endoderm and ectoderm [28]. Additionally, PSC-derived XEN progenitor cells are positive for ALP [4]. ciXEN cells, as the first cornerstone of chemical reprogramming, bridge somatic cells to ciPSCs. And they share similar transcriptome, reprogramming potential, and developmental potential in vivo with XEN cells of blastocyst [7, 10, 11]. Despite many similarities with XEN cells, our ciXEN cells are still unique. They spontaneously differentiated into endoderm and ectoderm in a hanging-drop culture. Meanwhile, ALP could be detected in some of them. Furthermore, they expressed endodermal gene *Cxcr4*, which is negative in XEN cells. And ciXEN cells and iXEN cells both could be induced to differentiate into iHeps.

Numerous studies have verified that MET initiates reprogramming and affects reprogramming efficiency [60–63]. During the initial stages of reprogramming, promoting MET accelerates the reprogramming progress, especially for iPSCs [64, 65] and hepatocytes [41]. Our ciXEN cells maintained the expression of *Vimentin* and *Snai1*. The reason for this phenomenon involves that ciXEN cells retain the properties of the initiating cells. Incompletely reprogrammed iPSCs retain a partial memory of the initial cells during reprogramming and tend to revert to somatic cells [66–68]. This is consistent with the emergence of fibroblast-like cells after removing chemicals and bFGF. And this phenomenon is more obvious under 1% FBS condition. Additionally, iXEN cells negatively expressed *Vimentin* and *Snai1*, corresponding to our spontaneous differentiation that they were unable to differentiate into mesoderm.

In addition to gene expression and cell functions, the metabolic processes change in conjunction with the reprogramming process, but these changes, which regulate reprogramming in collaboration with epigenetics, are complex. And different cell types have different reprogramming efficiencies that may be related to the metabolic phenotype of the starting cells [69]. Our RNA sequencing results show that the significantly upregulated BP focused on metabolism. And RNA sequencing and extracellular metabolic flux analysis were consistent with those of proteomic analysis of PSC-derived XEN cells, which showed that the levels of enzymes involved in the tricarboxylic acid cycle and electron transport chain increased, while those required for mitochondrial biogenesis were downregulation [70]. Meanwhile, oxygen consumption and ATP production both decreased in ciXEN cells, which was different from the recent studies that the metabolic shift from aerobic respiration to aerobic glycolysis [71]. ciXEN cells did not depend on glycolysis for energy production, and promoting glycolysis during chemical reprogramming did not increase reprogramming efficiency, providing important insights for the study of metabolic mechanism of chemical reprogramming to improve the efficiency of reprogramming.

## Conclusions

In this study, our results revealed that ciXEN cells had high plasticity, demonstrated that their metabolic profile did not convert to glycolysis, and confirmed that chemicals and bFGF were non-essential for the in vitro culture of ciXEN cells. These results provided a powerful theoretical basis for investigating the metabolic mechanism of chemical reprogramming and established a strategy for reducing the cost of obtaining iXEN cells on a large scale.

## Supplementary information

**Additional file 1 : Figure S1.** Small molecules induced mouse fibroblasts to transform into ciXEN cells. Expression of *Epcam* (**a**) and *Cxcr4* (**b**) and mesenchymal markers (**c**) during chemical induction as measured by qPCR. **d** Western blot analysis for the expression of E-cadherin and Vimentin during chemical induction. **e** Morphological changes of MNFs induced by chemicals and bFGF (bar, 100 μm). **f** Numbers of cell clones from different numbers of initial cells: 3w, 4w, and 5w. **g** Co-immunostaining for the expression of Sox17 and Foxa2 in MNF-derived clone (bar, 50 μm). * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001. Mean ± SEM, *t*-test and two-way ANOVA analysis, *n* ≥ 3. **Figure S2.** Characteristics of ciXEN cells at different passages. qPCR results for the expression of *Epcam*, *Pdgfra*, (**a**) and *Cxcr4* (**b**) in ciXEN cells at p5. **c** The ultrastructure of MEFs and ciXEN cells. The thin arrow shows the endoplasmic reticulum (white) in MEFs and the cilium (black) in ciXEN cells; the thick arrow shows the mitochondria in ciXEN cells. (bar, 2 μm and 1 μm). **d** Cell morphologies of ciXEN cells at p5, p10, p20, p30 (bar, 100 μm). **e** Karyotype analysis of MEFs and ciXEN cells at p5, p15, and p30. mRNA levels of fibroblast genes (*Prrx1*, *Pdgfrb*, *Col1a1,* and *Thy1*), epithelial genes (*Ocln* and *Cdh1*) (**f**), XEN markers (*Sox17*, *Foxa2*, *Gata4*, and *Gata6*) (**g**), and pluripotent genes (*Oct4*, *Sox2*, and *Nanog*) (**h**). p15: passage 15; p20: passage 20. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001. Mean ± SEM, *t*-test and two-way ANOVA analysis, *n* = 3. **Figure S3.** The metabolic patterns of ciXEN cells. **a** OCR of MEFs and ciXEN cells. **b** Total ATP of MEFs and ciXEN cells. Expression of *Glut1* (**c**) and *Pfk1*, *Ldha*, and *Hk2* (**d**) during chemical induction as measured by qPCR. **e** Numbers of cell clones under different treatment conditions: MEFs + VPACRFE and MEFs + VPACRFE + PS48. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001. Mean ± SEM, *t*-test, n = 3. **Figure S4.** PCR/qPCR analysis for the expression of hepatic genes during the induction of iHeps. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001. Mean ± SEM, *t*-test, n = 3. **Figure S5.** The characteristics of iXEN cells and their potential to differentiate into iHeps. **a** Experimental procedures of ciXEN cells cultured in different conditions: 1% FBS and 10% FBS. **b** The morphologies of the cells cultured in the medium containing 1% FBS (left) and 10% FBS (right) (bar, 50 μm). **c** qPCR results for the expression of hepatic markers in the cells with 1% FBS and 10% FBS. **d** EdU assay for the proliferative ability of MEFs, ciXEN cells and iXEN cells (bar, 50 μm). **e** Morphology of iHeps induced from iXEN cells (bar, 100 μm). **f** mRNA levels of hepatic genes, XEN genes (*Sox17*, *Foxa2*, *Gata4*, and *Gata6*) and *Sox2*, as measured by qPCR. **g** Co-immunostaining for the expression of Afp and Hnf4a, Alb and Foxa3, Asgpr1 and E-cadherin (bar, 50 μm). **h** PAS staining of iXEN cell-derived iHeps (bar, 100 μm). * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001. Mean ± SEM, *t*-test, n = 3.

**Additional file 2 : Table S1.** Primers used for PCR/qPCR. **Table S2.** GO analysis of the top 10 upregulated CCs and MFs, and the top 10 downregulated CCs and MFs in ciXEN cells at passage 5 and passage 30 compared to those in MEFs. **Table S3.** Pathway analysis of the upregulated metabolic pathways in ciXEN cells at passage 5 compared to those in MEFs.

## Data Availability

All data generated or analysed during this study are included in this published article.

## Abbreviations

ciXEN cells: Chemical-induced extraembryonic endoderm-like cells
MEFs: Mouse embryonic fibroblasts
XEN: Extraembryonic endoderm
iHeps: Induced hepatocytes
iXEN cells: Induced extraembryonic endoderm-like cells
TF: Transcription factor
iPSCs: Induced pluripotent stem cells
ciPSCs: Chemical-induced pluripotent stem cells
PrE: Primary endoderm
PE: Parietal endoderm
DE: Definitive endoderm
MNFs: Mouse neonatal fibroblasts
FCM: Fibroblast culture medium
FBS: Foetal bovine serum
IM: Induced medium
MM: Maintenance medium
VE: Visceral endoderm
NEAA: Non-essential amino acids
HIM I: Hepatic induced medium I
HIM II: Hepatic induced medium II
DEGs: Differentially expressed genes
FPKM: Kilobase of transcript per million mapped
PCA: Principal component analysis
GO: Gene Ontology
KEGG: Kyoto Encyclopaedia of Genes and Genomes
PFA: Paraformaldehyde
PVDF: Polyvinylidene fluoride
PI: Proliferation index
TEM: Transmission electron microscopy
ALP: Alkaline phosphatase
PAS: Periodic acid-Schiff
ddH_2_O: Double distilled water
ICG: Indocyanine green
ECAR: Extracellular acidification rate
OCR: Oxygen consumption rate
ATP: Adenosine triphosphate
MET: Mesenchymal epithelial transition
MF: Molecular functions
CC: Cellular components
BP: Biological processes
PSCs: Pluripotent stem cells
VPA: Valproic acid
ECM: Extracellular matrix
GRNs: Gene regulatory networks
mESCs: Mouse embryonic stem cells
EBs: Embryoid bodies

# Supplementary material for: Characterisation of extraembryonic endoderm-like cells from mouse embryonic fibroblasts induced using chemicals alone
**Source:** Stem Cell Res Ther. 2020 Apr 16;11:157. doi: 10.1186/s13287-020-01664-0
**Supplement:** Supplementary file 2 — Additional file 2 : Table S1. Primers used for PCR/qPCR. Table S2. GO analysis of the top 10 upregulated CCs and MFs, and the top 10 downregulated CCs and MFs in ciXEN cells at passage 5 and passage 30 compared to those in MEFs. Table S3. Pathway analysis of the upregulated metabolic pathways in ciXEN cells at passage 5 compared to those in MEFs.

**Table S1**

| Genes | Forward primer | Reverse primer |
| --- | --- | --- |
| Sox2 | CGGGAAGCGTGTACTTATCCTT | GCGGAGTGGAAACTTTTGTCC |
| Oct4 | CAGGGCTTTCATGTCCTGG | AGTTGGCGTGGAGACTTTGC |
| Nanog | AGTTATGGAGCGGAGCAGCAT | AGGCCTGGACCGCTCAGT |
| Gata6 | TGAGGTGGTCGCTTGTGTAG | ATGGCGTAGAAATGCTGAGG |
| Gata4 | GAGCTGGCCTGCGATGTCTGAGTG | AAACGGAAGCCCAAGAACCTGAAT |
| Sox17 | GTCAACGCCTTCCAAGACTTG | GTAAAGGTGAAAGGCGAGGTG |
| Sox7 | GAGCATGGTCACCCCCATC | AGGGCTAAAGAACCTAGAGGG |
| Foxa2 | CCTGGCTGCAGACACTTCCTAC | CAGGGCCTGAAAGCCATCTT |
| Hnf4a | CATCACCACCATCGTCAA | CCTCGTGTCACATCTTCTT |
| Alb | ATGTTACCAAGTGCTGTAGT | AATCTGCTTCTCCTTCTCTG |
| Afp | TTCCTGTCTCAGTCATTCTAAG | AGTCTCCTAAGGTCTGGTAG |
| Ttr | CTCACCACAGATGAGAAG | GGCTGAGTCTCTCAATTC |
| Prrx1 | AGTCACCGGGACTGACCA | TCCGCTGCTTTCTCTTCTTC |
| Col1a1 | CCCTGCCTGCTTCGTGTAAA | TCGTCTGTTTCCAGGGTTGG |
| Pdgfrβ | CAGGACCTCTGGCTGAAGCA | TCTGGGAGGCAGAAGGGAGAT |
| Col4a1 | AAAGGGAGAAAGAGGCTTGC | CTCCAGCATCACCCTTTTGT |
| Lama1 | CTCGGTGCTCTGGGTCAC | ACATCTCAGGCCCCTTCTCT |
| Pdgfra | AGTGGCTACATCATCCCCCT | CCGAAGTCTGTGAGCTGTGT |
| Cxcr4 | TCCAACAAGGAACCCTGCTTC | TTGCCGACTATGCCAGTCAAG |
| Vimentin | GCCTGCAGGATGAGATCCAA | AAAAGGTTGGCAGAGGCAGA |
| Snai1 | CTTGTGTCTGCACGACCTGT | AGTGGGAGCAGGAGAATGG |
| Zeb1 | CCAGGTGTAAGCGCAGAAAG | TCATCGGAATCTGAATTTGC |
| Twist2 | GTCTCAGCTACGCCTTCTCC | GCCTGAGATGTGCAGGTG |
| Thy1 | AACTCTTGGCACCATGAACC | GTCAGGCTGGTCACCTTCTG |
| Cyp2a5 | GCACTTCCTAGATGACAAGGGACA | CAGGCTCAACGGGACAAGAA |
| Cyp3a11 | TACTGTGATGGAGATGGAATAC | GGTGAAGAGCATAAGATGGA |
| Hnf6a | AAATAAGCGTCCGTCCAAAGAA | GACGATGAACTGCCTGAGTTG |
| Cdh1 | CTCAAGCTCGCGGATAACCA | AATCCTGCTGCCACGATTC |
| Col1a1 | CCCTGCCTGCTTCGTGTAAA | TCGTCTGTTTCCAGGGTTGG |
| Ocln | TCGCACATCAAGAGGATGGTG | GCCTCTGGAGAGAATTGCAGAGA |
| Epcam | AACACAAGACGACGTGGACA | ACTCGGGTGCCTTTTCATCA |
| Apoa1 | GTGGCTCTGGTCTTCCTGAC | ACGGTTGAACCCAGAGTGTC |
| Hk2 | AGACGGTGAGAGATCTGGCT | GGCCACAGCAGTGATGAGAG |
| Ldha | TCAGGCGGCTACACGTACA | GGAGATCCATCATCTCGCCC |
| Pfk1 | TGCCAATGCTCCAGACTCAG | AGATTCAGCCACCACTGCTC |
| Glut1 | GATCCCAGCAGCAAGAAGGT | GAGAGACCAAAGCGTGGTGA |
| Gadph | CATGTTCCAGTATGACTCCACTC | GGCCTCACCCCATTTGATGT |

# Supplementary material for: Characterisation of extraembryonic endoderm-like cells from mouse embryonic fibroblasts induced using chemicals alone
**Source:** Stem Cell Res Ther. 2020 Apr 16;11:157. doi: 10.1186/s13287-020-01664-0
**Supplement:** Supplementary file 2 — Additional file 2 : Table S1. Primers used for PCR/qPCR. Table S2. GO analysis of the top 10 upregulated CCs and MFs, and the top 10 downregulated CCs and MFs in ciXEN cells at passage 5 and passage 30 compared to those in MEFs. Table S3. Pathway analysis of the upregulated metabolic pathways in ciXEN cells at passage 5 compared to those in MEFs.

**Table S2**

| ID | Term | Ontology | Count | P_value | FDR | Regulation |
| --- | --- | --- | --- | --- | --- | --- |
|  |  |  |  |  |  |  |
| GO:0005622 | intracellular | Cellular Component | 2912 | 1.2E-248 | 1.4E-245 | Up |
| GO:0043229 | intracellular_organelle | Cellular Component | 2629 | 4.1E-219 | 2.3E-216 | Up |
| GO:0043231 | intracellular_membrane-bounded_organelle | Cellular Component | 2353 | 2.3E-202 | 8.6E-200 | Up |
| GO:0043227 | membrane-bounded_organelle | Cellular Component | 2443 | 1.3E-194 | 3.9E-192 | Up |
| GO:0005623 | cell | Cellular Component | 3079 | 1.5E-179 | 3.5E-177 | Up |
| GO:0005634 | nucleus | Cellular Component | 1653 | 5.1E-139 | 9.8E-137 | Up |
| GO:0005737 | cytoplasm | Cellular Component | 2218 | 1.3E-107 | 2.2E-105 | Up |
| GO:0031981 | nuclear_lumen | Cellular Component | 962 | 4.33E-96 | 6.2E-94 | Up |
| GO:0032991 | protein-containing_complex | Cellular Component | 1252 | 6.17E-71 | 7.85E-69 | Up |
| GO:0005654 | nucleoplasm | Cellular Component | 724 | 1.14E-70 | 1.3E-68 | Up |
| GO:0097159 | organic_cyclic_compound_binding | Molecular Function | 1223 | 1.76E-86 | 3.92E-83 | Up |
| GO:1901363 | heterocyclic_compound_binding | Molecular Function | 1205 | 4.13E-86 | 4.59E-83 | Up |
| GO:0003676 | nucleic_acid_binding | Molecular Function | 823 | 1.3E-74 | 9.63E-72 | Up |
| GO:0003824 | catalytic_activity | Molecular Function | 1251 | 1.09E-57 | 6.04E-55 | Up |
| GO:0003677 | DNA_binding | Molecular Function | 558 | 1E-51 | 4.47E-49 | Up |
| GO:0033218 | amide_binding | Molecular Function | 1683 | 5.19E-38 | 1.93E-35 | Up |
| GO:0005515 | protein_binding | Molecular Function | 1659 | 3.49E-37 | 1.11E-34 | Up |
| GO:0042277 | peptide_binding | Molecular Function | 1671 | 9.16E-37 | 2.55E-34 | Up |
| GO:0043167 | ion_binding | Molecular Function | 1091 | 2.15E-35 | 5.33E-33 | Up |
| GO:0036094 | small_molecule_binding | Molecular Function | 556 | 4.92E-31 | 1.1E-28 | Up |
| GO:0005623 | cell | Cellular Component | 2295 | 1.14E-93 | 1.06E-90 | Down |
| GO:0005737 | cytoplasm | Cellular Component | 1709 | 3.30E-79 | 1.53E-76 | Down |
| GO:0005622 | intracellular | Cellular Component | 1998 | 4.54E-71 | 1.40E-68 | Down |
| GO:0071944 | cell_periphery | Cellular Component | 952 | 9.63E-58 | 2.23E-55 | Down |
| GO:0031012 | extracellular_matrix | Cellular Component | 143 | 2.35E-54 | 4.34E-52 | Down |
| GO:0005886 | plasma_membrane | Cellular Component | 922 | 4.37E-54 | 6.74E-52 | Down |
| GO:0005576 | extracellular_region | Cellular Component | 516 | 3.00E-47 | 3.97E-45 | Down |
| GO:0043229 | intracellular_organelle | Cellular Component | 1716 | 9.17E-45 | 1.06E-42 | Down |
| GO:0042995 | cell_projection | Cellular Component | 497 | 1.80E-43 | 1.85E-41 | Down |
| GO:0016020 | membrane | Cellular Component | 1411 | 2.50E-42 | 2.32E-40 | Down |
| GO:0005515 | protein_binding | Molecular Function | 1667 | 5.98E-153 | 1.14E-149 | Down |
| GO:0042277 | peptide_binding | Molecular Function | 1677 | 1.92E-152 | 1.83E-149 | Down |
| GO:0033218 | amide_binding | Molecular Function | 1680 | 1.27E-151 | 8.09E-149 | Down |
| GO:0043167 | ion_binding | Molecular Function | 983 | 5.14E-62 | 2.45E-59 | Down |
| GO:0046872 | metal_ion_binding | Molecular Function | 639 | 1.84E-39 | 7.00E-37 | Down |
| GO:0043169 | cation_binding | Molecular Function | 649 | 3.36E-38 | 1.07E-35 | Down |
| GO:0008092 | cytoskeletal_protein_binding | Molecular Function | 248 | 2.31E-37 | 6.30E-35 | Down |
| GO:0042802 | identical_protein_binding | Molecular Function | 391 | 2.37E-35 | 5.66E-33 | Down |
| GO:0005102 | signaling_receptor_binding | Molecular Function | 381 | 5.78E-35 | 1.23E-32 | Down |
| GO:0019899 | enzyme_binding | Molecular Function | 451 | 1.86E-32 | 3.55E-30 | Down |

# Supplementary material for: Characterisation of extraembryonic endoderm-like cells from mouse embryonic fibroblasts induced using chemicals alone
**Source:** Stem Cell Res Ther. 2020 Apr 16;11:157. doi: 10.1186/s13287-020-01664-0
**Supplement:** Supplementary file 2 — Additional file 2 : Table S1. Primers used for PCR/qPCR. Table S2. GO analysis of the top 10 upregulated CCs and MFs, and the top 10 downregulated CCs and MFs in ciXEN cells at passage 5 and passage 30 compared to those in MEFs. Table S3. Pathway analysis of the upregulated metabolic pathways in ciXEN cells at passage 5 compared to those in MEFs.

**Table S3**

| ID | Term | Count | p value | FDR |
| --- | --- | --- | --- | --- |
| mmu00480 | Glutathione metabolism | 25 | 1.85345E-05 | 0.000494617 |
| mmu00240 | Pyrimidine metabolism | 30 | 0.001611521 | 0.02628956 |
| mmu00270 | Cysteine and methionine metabolism | 16 | 0.007025541 | 0.086554661 |
| mmu00230 | Purine metabolism | 44 | 0.009899595 | 0.105140525 |
| mmu01200 | Carbon metabolism | 31 | 0.013748758 | 0.136600561 |
| mmu00051 | Fructose and mannose metabolism | 12 | 0.014576959 | 0.140303234 |
| mmu00020 | Citrate cycle (TCA cycle) | 11 | 0.018614516 | 0.163807741 |
| mmu00052 | Galactose metabolism | 11 | 0.018614516 | 0.163807741 |
| mmu00630 | Glyoxylate and dicarboxylate metabolism | 10 | 0.02383291 | 0.198392874 |
| mmu00640 | Propanoate metabolism | 10 | 0.037680555 | 0.267333094 |
| mmu00740 | Riboflavin metabolism | 4 | 0.03842795 | 0.267333094 |
| mmu00670 | One carbon pool by folate | 7 | 0.039058407 | 0.267333094 |
| mmu00030 | Pentose phosphate pathway | 10 | 0.046346937 | 0.31032297 |
| mmu00561 | Glycerolipid metabolism | 16 | 0.049842483 | 0.319822601 |

How the deposited data were processed for this re-analysis (not part of the article)

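The data are FPKM values that the authors deposited for 29599 transcripts in 9 RNA-seq libraries: 3 of MEFs at passage 3, and 1 each of ciXEN lines 1-1, 2-1 and 3-3 at passage 5 and at passage 30. Ribosomal RNA was removed and the library kit kept the strand. The submitters' notes name cutadapt, HISAT2 2.0.5, StringTie and STAR 2.5.2b, and a human genome build, hg19, for these mouse libraries, while the transcript IDs are mouse Ensembl IDs. Which aligner and build gave the values is not given in the sources used here. No read counts were used, so no test on counts was run.

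Transcripts were matched to GENCODE M21 on GRCm38 by their stable ID, 29521 of them, 28196 with the same version. The 78 without a match hold 0.158% of the FPKM and were left out. FPKM were summed over the transcripts of a gene, which gave 13787 genes, 13752 of them protein-coding, with 113 at 0 in every library. Genes such as Pou5f1, Nanog and Xist are not listed and were not analysed here. The 12443 genes with a mean of at least 0.5 FPKM were tested on log2(FPKM + 1). No values were rescaled in the first analysis. The highest share of equal values above 0 in any pair of libraries was 0.00804%, so no library repeats another.

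Groups were compared in 1 limma fit of all libraries (lmFit and eBayes with an intensity trend, 6 residual and 3.16 prior degrees of freedom), with Benjamini-Hochberg adjustment within each comparison and a threshold of adjusted p 0.05, two-sided. The comparisons were all ciXEN cells with MEFs, each passage with MEFs, and passage 30 with passage 5. A passage 5 and a passage 30 library of the same number come from the same line, as their labels say. After group means were removed, they correlated at −0.0054, 0.014 and 0.071, and the MEF libraries share only a number with them. A fit with the replicate number as a block was run beside the unblocked fit. Between the passages this block is the line. With MEFs in the fit it also pairs each MEF library with a line by number alone.

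The 63 gene lists, the comparisons, the filter and the alternatives were fixed before the data were examined. Of the lists, 61 had tested members. Lists were tested with limma's camera at a preset correlation of 0.01 and with a correlation estimated from the data, each adjusted over the lists. Results of fry, which tests a list against no change and not against the other genes, are in the tables and in no passage. Genes are named by a fixed rule: genes the paper names, the largest rises and falls among genes whose libraries do not overlap and that reach 5 FPKM, up to 10 of each in each comparison, and in each list the called members with the largest changes, up to 4, with up to 2 that go against the rest. Unnamed predicted genes were passed over. Y-linked genes other than Ddx3y, and Eif2s3x and Kdm6a, were chosen after their values were seen. Library similarity is the Pearson correlation of log2(FPKM + 1), and the tree uses average linkage on 1 − r. Principal components use centred log2 values without scaling.

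The steps were tested on simulated data with the spread of these libraries and 50 genes at each size of change. For ciXEN cells against MEFs, 44%, 92%, 100% and 98% of genes with log2 changes of 0.58, 1, 2 and 4 were called, and 9 of 12243 unchanged genes. For passage 30 against passage 5 the shares were 36%, 74%, 94% and 100%, with 9 unchanged genes called. A list of 42 genes shifted by 1 was called by camera, and 1 of 53 unshifted lists. Genes were drawn independently of each other there, so these lists cannot show how camera's preset fares where genes vary together. The changed single genes were of higher expression, and most genes were left unchanged, unlike in ciXEN cells against MEFs.

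The alternatives were a pseudocount of 0.1 or 0.5, no filter or a mean of at least 1 FPKM, values rescaled to equal sums, set to equal medians or quantile normalised, eBayes without the trend, the block, only the 2 groups compared, the mean of a line's passages or the line as a random effect, and leaving out each library in turn. Chosen after the data were seen were fits without genes that jump 5-fold in 1 library, with the trace of ciXEN signal taken off the MEF libraries, and without chromosomes 15, X and Y, and rotated components. Chance was judged by limma fits of 2 groups on other splits of the same libraries. Their counts for the real split differ from those of the fit of all 3 groups, such as 8196 against 8719 genes for ciXEN cells against MEFs.

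Depth was sought from the steps in low FPKM. In each library 42 to 64 values of single-transcript genes sat at the lowest step, against 6 to 9 with transcript lengths shuffled. Of values up to 50 steps, 24.8% to 30.5% lay near a whole number of steps where chance gives 20%, so counts were not rebuilt.

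Enrichment of gene ontology terms and pathways was not analysed here, since it needs annotation not used here, and neither were the quantitative PCR, staining, Western blot and flow cytometry. Results for a few single genes are not reported here. The analysis used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1.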

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

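The tests of explanations for the Y-linked genes, for chromosome 15 and for the trace in the MEF libraries were chosen only after these results were seen.

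The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty together gave 21.7, 33.0 and 23.7 FPKM in MEFs, 47.4, 54.5 and 23.0 at passage 5 and 0.108, 0.416 and 35.5 at passage 30 of lines 1-1, 2-1 and 3-3. A swap of some libraries between passages is excluded, since no other split of the 6 ciXEN libraries called over 2 genes against 431, while a swap of all 3 cannot be told apart, because it leaves that split the same. Low depth is excluded, since only 0.448% of genes in the same range (36 of 8038) lie as low in both libraries. Loss of the Y chromosome may account for it, with no Y gene above 3.57% of its passage 5 value in these lines, but cannot be told apart from silencing, because no DNA was measured, and the line of the unaltered karyotype that the paper shows (Fig. S2e) is not given in the sources used here. A second X chromosome cannot be told apart either, because the lines differ: in line 1-1 Eif2s3x went from 58.8 to 94.2 and Kdm6a from 5.50 to 9.78 FPKM, and the X chromosome at passage 30 lay 0.13 (log2, median of 282 genes, 65.2% higher) above the other ciXEN libraries, outside random gene sets (up to 0.066), while in line 2-1 the ratios of passage 30 to passage 5 were 1.15 and 0.835 and the X chromosome lay 0.042 above, within them (up to 0.063). Of 120 pairs of a chromosome and a ciXEN library, 9 lay outside their random sets. Chromosome 18 at passage 30 of line 3-3 was among them (0.11 above, 65.5% of genes higher). Lying outside these sets therefore does not by itself set the X chromosome of line 1-1 apart.

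Genes of chromosome 15 lay 0.27 (log2, median of 333 genes) above the other ciXEN libraries in the passage 5 library of line 1-1, and −0.060 in the same line at passage 30. One region is excluded as the whole cause, since the lowest of 6 parts of the chromosome still shifts by 0.18, and scaling is excluded, since no other chromosome of that library shifts by more than 0.075. Extra copies of chromosome 15 in some of the cells is a candidate explanation that fits, with 86.2% of its genes higher. No DNA was measured here, however, and the paper reports an unaltered karyotype, passage 5 included (Fig. S2e). The line of that karyotype is not given in the sources used here.

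Of 26 genes far higher in ciXEN cells, chosen without MEF library 2, 24 (92.3%) lay above MEF library 2 in both MEF libraries 1 and 3, against 44.9% of 3925 other genes in the same range, and a small share of ciXEN RNA or reads in those libraries may account for it. Failed estimates in MEF library 2 cannot be told apart, though 1.10% of the other genes were at 0 there against 30.8% of these. The other genes span levels up to that of S100g (19.7 and 25.8 FPKM in MEF libraries 1 and 3). The genes at 0 lie low, such as Epcam (1.72 and 2.06 FPKM) and Sox17 (0.835 and 0.396 FPKM), so the levels are not matched. MEF library 2 also has 10 downward jumps, S100g among them, against 2 and 1 in MEF libraries 1 and 3. Epithelial cells among the MEFs as the whole cause cannot be told apart: 88.9% of XEN genes (8 of 9) show the trace, but these lie near the floor (median 0.378 FPKM in MEF libraries 1 and 3), and epithelial genes show it in 12 of 12 at a higher share, a median of 1.01% of the ciXEN mean in MEF library 3 against 0.403%.

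In 7 of 61 measures 1 of the 6 ciXEN libraries stood apart, by a gap to its neighbour, as a share of the range, above Dixon's limit for 6 values, and chance sets about 1 in 20 groups apart. The FPKM sum was lowest at passage 5 of line 3-3 (331034, gap 0.657). The mitochondrial share was lowest at passage 30 of line 2-1 (5.13%, gap 0.815). The median of chromosome 6 was lowest at passage 30 of line 3-3 (−0.028, gap 0.679), and that of chromosome 15 highest at passage 5 of line 1-1 (gap 0.866). Fgfr2 (0.251 FPKM, gap 0.640) and Pdgfra (152 FPKM, gap 0.680) stood apart at passage 30 of line 2-1, and Sox17 (228 FPKM, gap 0.688) at passage 30 of line 1-1.

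Some genes that the paper names changed from MEFs by a different amount at passage 30 than at passage 5, as log2 differences between the passages: Vim 1.62, Apoe 1.08, Gata6 0.81 and Onecut1 0.81 kept that call without any 1 library. Cdh1 (−1.84) lost it without the passage 5 library of line 1-1 (−1.86) or 2-1 (−1.65), Foxa3 (−0.77) without that of line 1-1 (−0.81), and Pfkp (0.92) without the passage 5 library of line 1-1 (0.73) or the passage 30 library of line 1-1 (0.92) or 3-3 (0.78). Zeb1 (1.07) lost it without MEF library 2 (1.07), the passage 5 libraries of lines 1-1 (1.06) and 2-1 (0.96) or the passage 30 libraries of lines 2-1 (0.84) and 3-3 (1.05). Sox2 (−0.96) lost it without any MEF library (−0.96), the passage 5 libraries of lines 1-1 (−0.94) and 2-1 (−0.82) or the passage 30 libraries of lines 2-1 (−0.74) and 3-3 (−0.92). Sox7 (0.70) lost it without MEF libraries 1 or 3 (0.70), each passage 5 library (0.66, 0.80 and 0.66) or the passage 30 libraries of lines 1-1 (0.57) and 2-1 (0.69). Pfkl (0.61) lost it without any MEF library (0.61), each passage 5 library (0.57, 0.69 and 0.56) or the passage 30 libraries of lines 1-1 (0.56) and 2-1 (0.51). With only these 2 groups in the fit and no block, Cdh1, Foxa3, Gata6, Pfkl, Pfkp, Sox2, Sox7 and Zeb1 already lost it. With the line as a block as well none of the 11 passed, in a fit with few residual degrees of freedom.

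The paper does not name Rhox5 (log2 fold change 7.69), Cyp26a1 (7.58), Nxf7 (7.52), S100g (7.42), Podxl (7.33), Krt8 (7.13) and Car4 (7.00), which are among the largest rises against MEFs.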

How the results depend on the processing

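The settings without jumping genes, less the MEF trace and without chromosomes 15, X and Y, and the rotated components, were chosen only after the results were seen.

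Over the lists and named genes, 24755 outcomes stayed the same under another setting, which includes items called in neither fit. Calls were lost in 947 cases, gained in 85 and turned in direction in 0, and the cause was not tested. Most losses, 680, are genes between passage 30 and passage 5. Genes called there went from 1081 to 431 (167 higher, 264 lower) with only the 2 groups and to 0 (0 higher, 0 lower) with the replicate block as well (limma, 2538 at unadjusted p under 0.05), and to 813 (275 and 538) with the block on 9 libraries. The block in only the 2 groups leaves few residual degrees of freedom. Leaving out 1 library gave 437 to 982 (145 to 354 higher, 292 to 687 lower), with 437 without passage 5 of line 1-1, 572 without passage 5 of line 2-1 and 708 without passage 30 of line 2-1. Equal medians gave 785 higher and 563 lower, with 4 lists gained and 1 lost, and 6 lists passed after quantile normalisation in place of 10. The block, which pairs MEF libraries with lines by number alone, also gave 8572, 8078 and 7863 genes for ciXEN cells, passage 5 and passage 30 against MEFs. It gained Fgfr2 against MEFs, lost Mpc2, Phgdh and Psph at passage 5, Gabpa, Tet2 and the MHC class I list at passage 30, and lost the cholesterol list between passages (adjusted p = 0.053), while the visceral endoderm list was lost only with the block in the fit of these 2 groups (adjusted p = 0.066). On 9 libraries it changed no other list and no other named gene against MEFs. With only passages 5 and 30 in the fit the interferon list passed both without and with the block (lower, median −0.36, adjusted p = 0.015 with it, and adjusted p = 0.89 with an estimated correlation), so that gain did not need the block. With all 9 libraries it also passed with a pseudocount of 0.1 (−0.85) or 0.5 (−0.52), rescaled (−0.61) and with equal medians (−0.33). The line as a random effect gave 8706 and the mean per line 8800. Without the jumping genes 8708 passed, less the trace 8741 and without chromosomes 15, X and Y 8066. Mean similarity within groups was 0.966 with a pseudocount of 0.1, of passage 5 with passage 30 0.938 with that pseudocount and 0.961 with no filter, and of ciXEN cells with MEFs 0.564 and 0.727. The first component held 87.7% over genes at p 0.05, 59.5% at unit variance, 70.1% rotated and 80.6% to 85.95% without 1 library. The second held 12.4% at unit variance, 29.4% rotated and 5.37% to 8.07%, and the third 1.52% over genes at p 0.05, 6.40%, 0.42% and 2.24% to 2.93%. Depth is known only relative to other libraries, so genes with few fragments were not set apart.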

Differences from the paper's values

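The rotated components were chosen only after the results were seen.

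Prrx1 had a log2 fold change of −6.85 against about −5.8 in Fig. 3b, read by eye, and every alternative fixed in advance also differs (−9.06 to −6.64). Sox17 had 7.07 against about 5.6 in Fig. 3b, read by eye, and every alternative fixed in advance also differs (6.84 to 8.99). The second principal component held 6.26% against about 31% in Fig. 3c, read by eye, and the third 2.27% against about 0.48% in Fig. 3c, read by eye. No alternative fixed in advance came near either value (5.37% to 12.4% and 1.52% to 6.40%). The 3 rotated components over FPKM, a choice made after the values were seen, gave 29.4% and 0.42%. The paper reports that quantitative PCR at passage 5 verified Col4a1 as a XEN marker. The log2 fold change of Col4a1 at passage 5 here is 1.39 and does not pass the test (adjusted p = 0.26). Over both passages it is 1.66, which passes only without the passage 30 library of line 1-1 (2.23). The FPKM of Col4a1 jumps over 5-fold in 1 library of each passage, higher at passage 5 of line 2-1 and lower at passage 30 of line 1-1, so these values are unstable.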

Other observations

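Of the tests here, only the fits without jumping genes and without chromosomes 15, X and Y were chosen after the results were seen.

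Sall4, a zinc finger factor of pluripotent and primitive endoderm cells (ENSMUSG00000027547, chromosome 2 from 168748332 to 168767943), was at 0.362, 0 and 0.172 FPKM in MEFs and 49.9 ± 10.2 in ciXEN cells (mean ± SD, n = 6), log2 fold change 5.42 (standard error 0.18, adjusted p = 9.3e-09). Lin28a, which blocks let-7 processing, rose by 5.20 (adjusted p = 2.0e-08), and Sox2 went from 0.0434 ± 0.0214 to 16.1 ± 7.09 FPKM, log2 fold change 3.92 (adjusted p = 3.0e-07). Of 23 pluripotency genes 16 are listed, and Pou5f1 and Nanog are not. Of the 14 tested, 13 rose, Klf5 and Esrrb among them, and 1 fell, Klf2 (adjusted p = 0.0014 by camera, and adjusted p = 0.2 with an estimated correlation). Ihh, a hedgehog ligand of visceral endoderm (ENSMUSG00000006538, chromosome 1 from 74945315 to 74951672), was at 0, 0 and 0.359 FPKM in MEFs and 31.5 ± 7.63 in ciXEN cells, log2 fold change 4.84 (standard error 0.19, adjusted p = 2.9e-08). Of 22 visceral endoderm genes 18 are listed, and of the 11 above the filter, 8 rose, with Cubn and Bmp2, and 3 did not pass (adjusted p = 0.014, and adjusted p = 0.23 with an estimated correlation). Of 17 parietal endoderm genes, 10 rose, such as Pth1r, 5 fell, such as Plat, and the list did not pass (adjusted p = 0.22). Of 10 definitive endoderm genes 7 are listed, and all 5 above the filter rose, Eomes and Foxa1 among them (adjusted p = 0.0067, and adjusted p = 0.26 with an estimated correlation). Of 14 trophoblast genes 10 are listed, and 6 of the 7 above the filter rose, such as Esx1 and Cdx2 (adjusted p = 0.03, and adjusted p = 0.38 with an estimated correlation). A gene at 0 in MEFs passes the filter only through ciXEN libraries, which favours rises in such lists. The trophoblast call ended with no filter (median 0.80) and without chromosomes 15, X and Y (1.65). Of 22 hepatocyte genes 15 are listed, and of the 10 above the filter, 7 rose and 3 did not pass (adjusted p = 0.031, and adjusted p = 0.23 with an estimated correlation), and F2, prothrombin, rose by 5.19 (adjusted p = 2.5e-08).

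Isg15, a ubiquitin-like protein of the interferon response (ENSMUSG00000035692, chromosome 4 from 156199424 to 156200818), fell from 73.6 ± 37.6 FPKM in MEFs (n = 3) to 2.07 ± 3.60, log2 fold change −5.05 (standard error 0.61, adjusted p = 6.0e-05). Of 17 interferon response genes, 15 fell, with Ifit1 and Ifit3, and 2 did not pass (adjusted p = 4.1e-05, and adjusted p = 0.41 with an estimated correlation). Of 8 genes of MHC class I and its loading, 6 fell, such as B2m and Tap1, and H2-K1 and H2-D1 rose (adjusted p = 0.033, and adjusted p = 0.4 with an estimated correlation), a call that ended with a pseudocount of 0.1 (median −2.43) and rescaling to equal sums (−2.17). Of 30 Hox genes, 18 fell, with Hoxd13 and Hoxa11, 5 rose and 7 did not pass (adjusted p = 6.7e-04, and adjusted p = 0.38 with an estimated correlation). Of 23 imprinted genes, 8 rose, such as Peg3, 13 fell, such as Dlk1 and Mest, and the list did not pass (adjusted p = 0.16). Of 14 genes of the unfolded protein and ATF4 response, 11 fell, with Trib3 and Chac1, and 2 rose, Sdf2l1 and Xbp1 (adjusted p = 0.0027, and adjusted p = 0.39 with an estimated correlation). Of 12 stress genes, 7 fell, with Egr1 and Junb, and 1 rose (adjusted p = 0.04, and adjusted p = 0.52 with an estimated correlation). That call ended with no filter (median −0.78), without MEF library 1 (−0.59), passage 5 of line 3-3 (−0.69) or passage 30 of line 1-1 (−0.83), and without jumping genes (−0.31). Targets of p53 gave 2 rises and 7 falls of 13, Phlda3 and Bbc3 falling (adjusted p = 0.069, passing with the mean per line, −0.51, and without MEF library 3, −0.62, or passage 30 of line 3-3, −0.56), inhibitors of cyclin-dependent kinases 2 and 2 of 7, Cdkn1c rising and Cdkn2b falling (adjusted p = 0.56). Targets of cyclic AMP gave 5 and 7 of 14, Sik1 rising and Pde4b falling (adjusted p = 0.35), and of retinoic acid 3 and 2 of 8, Crabp2 falling (adjusted p = 0.56). Cyp26a1, which degrades retinoic acid, and Stra6, the receptor for retinol-binding protein, had large rises, given above. The ciXEN medium held AM580, which the paper describes as a selective agonist of RARα, and its effect cannot be told apart here.

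These lists of other cell types did not pass: endothelial (5 rises and 1 fall of 7, adjusted p = 0.064, Flt1 and Cdh5 rising), neural (3 and 4 of 8, adjusted p = 0.41, Sox3 rising and Ncam1 falling), cartilage and bone (1 and 2 of 4, adjusted p = 0.37), skeletal muscle (2 falls of 3, adjusted p = 0.28), adipocyte (2 falls of 4, adjusted p = 0.18) and kidney (1 rise of 3, Pax8, adjusted p = 0.67). The endothelial list did pass, higher, with a mean of at least 1 FPKM (median 2.47), equal medians (2.03), quantile normalisation (2.02) and without MEF library 1 (2.22) or 3 (2.35), and the skeletal muscle list, lower, with no filter (−0.86), so these results depend on the setting. At passage 5 the cartilage and bone list had a median of −0.86 and a mean of 0.23, and its test pointed down (adjusted p = 0.62). Of 4 sex-linked genes 1 fell (adjusted p = 0.51). None of 8 erythroid and none of 15 genes of 2-cell-like cells is listed. Adjusted over the list alone, rises and falls were the same except hepatocyte genes (7 and 1) and sex-linked genes (0 and 0).

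Genes the paper measured otherwise had these RNA-seq log2 fold changes in ciXEN cells: Vim −2.22 (adjusted p = 6.1e-07), Zeb1 −2.55 (adjusted p = 4.9e-06), Hnf4a 1.36 (adjusted p = 1.5e-04), Onecut1 1.67 (adjusted p = 7.0e-07), Foxa3 0.78 (adjusted p = 6.9e-04), Apoe 2.74 (adjusted p = 3.7e-07), Nes −1.27 (adjusted p = 0.0029), Des −1.96 (adjusted p = 2.2e-05) and Alpl 5.77 (adjusted p = 1.5e-06), while Gapdh at −0.11 (adjusted p = 0.71) and Apoa1 at 0.41 (adjusted p = 0.2) did not pass. Ldha was at −0.73 (adjusted p = 0.0027), Pfkp at −1.04 (adjusted p = 4.3e-04), Hk2 at 1.83 (adjusted p = 2.1e-06) and Slc2a1 at 1.09 (adjusted p = 4.5e-04). Pfkm, on chromosome 15 with its raised passage 5 library, was at −0.66 (adjusted p = 0.0091), and Pfkl at −0.42 (adjusted p = 0.015), a call that ended without MEF library 1 (−0.39) or 2 (−0.38). Below the filter were Alb, Afp and Cyp3a11, at most 0.0497 FPKM in any library, Cyp2a5, at most 0.206, Ttr, at 0.518 to 1.03 in ciXEN libraries and at most 0.0719 in MEFs, and Cxcr4, at 0, 0.0995 and 0 FPKM in MEFs, 1.16, 0.512 and 1.17 at passage 5 and 0.919, 0 and 0.340 at passage 30.

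In the first analysis some lists passed against MEFs at passage 5 and not at passage 30, the trophoblast (adjusted p = 0.018 and 0.16), p53 (0.034 and 0.2), fibroblast growth factor (0.033 and 0.065) and DNA methylation lists (0.037 and 0.059), and others only at passage 30, the stress (0.19 and 0.016) and visceral endoderm lists (0.07 and 0.0025). Under some other settings the visceral endoderm list also passed at passage 5, such as equal medians (median 1.66) and quantile normalisation (1.68). The trophoblast call at passage 5 ended with no filter (1.69) and that of p53 without chromosomes 15, X and Y (−0.50). The trophoblast, p53, fibroblast growth factor and DNA methylation lists did not pass between the passages themselves, so these are no shown differences. The glycolysis and cholesterol synthesis lists, given above, also passed lower than MEFs only at passage 5. Both passed between the passages, higher at passage 30, but neither did so there with an estimated correlation. Passage 30 alone had 4749 genes higher and 3309 lower than MEFs, and 4385 that did not pass, with 31 lists passing. On other splits of the 9 libraries into 6 and 3, each fitted as 2 groups, no other of 84 splits reached the 8196 genes of the real one (highest other 146), nor its 6486 at 1.5-fold (1738). Chance is excluded there only if the libraries are taken as separate. The 2 passages of 1 line are not separate, and 3 lines against 3 MEF libraries allow only 10 splits, too few to exclude it. For lists chance cannot be told apart: 11 of 84 splits passed as many as the real one, 29 (highest other 32), but the 10 others among these have 2 or 0 MEF libraries in the group of 3 and so keep part of the contrast with MEFs, while the 45 splits with 1 passed at most 10. With 3 against 3 libraries the 10 splits are too few for a share under 0.05: the real split gave 8519 genes and 35 lists at passage 5 (highest other 0 and 26), 7794 and 31 at passage 30 (0 and 26), and 431 and 10 for passage 30 against passage 5 (2 and 14). Of the last, the 3 other splits that part all 3 pairs of a line called 1, 0 and 0 genes and 14, 4 and 9 lists.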
